# Transcriptome Profiling of Hippocampus After Cerebral Hypoperfusion in Mice

**DOI:** 10.1007/s12031-023-02123-0

**Published:** 2023-06-02

**Authors:** Zengyu Zhang, Zimin Guo, Pengpeng Jin, Hualan Yang, Mengting Hu, Yuan Zhang, Zhilan Tu, Shuangxing Hou

**Keywords:** Chronic cerebral hypoperfusion, Bilateral carotid artery stenosis, Hippocampus, RNA-sequencing, Interferon signaling

## Abstract

Chronic cerebral hypoperfusion (CCH) is considered to be one of the major mechanism in the pathogenesis of vascular cognitive impairment (VCI). Increased inflammatory cells, particularly microglia, often parallel hypoperfusion-induced gray matter damage such as hippocampal lesions, but the exact mechanism remains largely unknown. To understand the pathological mechanisms, we analyzed hippocampus-specific transcriptome profiles after cerebral hypoperfusion. The mouse hypoperfusion model was induced by employing the 0.16/0.18 mm bilateral common carotid artery stenosis (BCAS) procedure. Cerebral blood flow (CBF) was assessed after 3-week hypoperfusion. Pathological changes were evaluated via hematoxylin staining and immunofluorescence staining. RNA-sequencing (RNA-seq) was performed using RNA samples of sham- or BCAS-operated mice, followed by quantitative real-time PCR (qRT-PCR) validation. We found that the 0.16/0.18 mm BCAS induced decreased CBF, hippocampal neuronal loss, and microglial activation. Furthermore, GSEA between sham and BCAS mice showed activation of interferon-beta signaling along with inflammatory immune responses. In addition, integrative analysis with published single-cell RNA-seq revealed that up-regulated differentially expressed genes (DEGs) were enriched in a distinct cell type of “microglia,” and down-regulated DEGs were enriched in “CA1 pyramidal,” not in “interneurons” or “S1 pyramidal.” This database of transcriptomic profiles of BCAS-hypoperfusion will be useful for future studies to explore potential targets for vascular cognitive dysfunction.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s12031-023-02123-0.

## Introduction

Vascular cognitive impairment (VCI), due to hypoperfusion, accounts for at least 20% of cases of dementia caused by cerebrovascular diseases (Yin et al. 2022). The cause of VCI is multifactorial, including cerebral infarction, subcortical ischemia, multiple cerebral infarction, marginal zone ischemia, cerebral hemorrhage, and cerebral hypoperfusion (Saggu et al. 2016; O'Brien and Thomas 2015; van der Flier et al. 2018). Although the high disability rate of VCI imposes tremendous burden and economic cost to families and society (Kalaria, 2018), further researches such as disease-modifying treatments, reliable biomarkers for diagnosing diseases, and pathobiology of VCI are urgently needed (Iadecola et al. 2019). Accumulated evidence indicates that cerebrovascular pathology is the most consequential factor for dementia and that it interacts with neurodegenerative pathology in a complementary or synergistic way (Iadecola, 2013). Related studies have suggested that in most patients with VCI, imaging manifestations involve white matter hyperintensities, brain atrophy, lacunar infarction related to cerebrovascular abnormalities, cerebral microbleeds, subcortical and cortical infarction, etc. (Smith, 2017).

Chronic cerebral hypoperfusion (CCH), caused by moderate and persistent decreases in cerebral blood flow (CBF), is proved to be one of the most critical potential pathophysiological mechanisms in the development of vascular cognitive impairment (Wang, 2014, Washida et al. 2019). Relevant pathological studies have shown that in addition to the damage to the blood–brain barrier and white matter hyperintensities, the extent of hypoperfusion also greatly affects the degree of gray matter damage (Miki et al. 2009). Severe hypoperfusion can cause hippocampal lesions, including pyramidal neuron necrosis, apoptosis, and microglia activation (Washida et al. 2019). In the presence of long-term chronic ischemia, brain in situ immune glial cells will be activated to produce large amounts of informative substances and enzymes, which is an important pathophysiological aspect.

Nevertheless, the potential molecular mechanisms of hippocampal damage and glial cell activation in CCH remain poorly understood (Du et al. 2017). Numerous rodent models have been developed to mimic features of CCH; both the bilateral common carotid artery occlusion (BCAO) model and the bilateral common carotid artery stenosis (BCAS) model can simulate clinical patients with ischemic injury (Wan et al. 2017; Guo et al. 2021). Because of the inherent limitation of BCAO that CBF drops acutely after ligation of the arteries and resolves chronically, BCAS mouse model has been evaluated as one of the most germane rodent models of CCH (Tuo et al. 2021). Also, relevant literature reports indicate the BCAS model with no less than 0.18 mm coils is not enough to induce gray matter damage in mice, and the asymmetric ischemia in the left and right cerebral hemispheres caused by the 0.16/0.18 mm BCAS model is closer to the actual disease state in clinic. RNA-sequencing (RNA-seq), a powerful analytical tool in transcriptomics, is routinely used in genome-wide transcript analysis. Thus, it can be used to identify genes and pathways associated with hippocampal lesions after cerebral hypoperfusion.

Here, the 0.16/0.18 mm BCAS mouse model with significant hippocampal lesions and glial activation was established. Then, we performed hippocampus-specific bulk RNA-seq analysis, qRT-PCR validation, and integrative analysis with published single-cell RNA-seq, to investigate the molecular changes related to hippocampal damage caused by BCAS-hypoperfusion and further analyze the molecular mechanism, so as to provide potential targets for future research.

## Methods

### Animals

The animal experiments in this study were in compliance with the ARRIVE guidelines (Kilkenny et al. 2011). Adult male C57BL/6 J mice (9–10 weeks, weight 22–26 g) were provided by Beijing Vital River Laboratory Animal Technology. Mice were allowed to obtain food and water ad libitum and were housed in IVC cages under SPF conditions. After 1-week acclimation, the mice were randomly divided into 2 groups: the BCAS group and the sham group. A total of 49 mice were used in this study, 26 mice were in the BCAS group and 23 in the sham group, and 6 mice failed to survive the BCAS operation. The remaining 43 mice were used for the entire experiment.

### Bilateral Carotid Artery Stenosis Procedure

BCAS surgery was performed as described with minor modification (Miki et al. 2009; Shibata et al. 2004). Briefly, the mice were anesthetized with 2% isoflurane delivered with medical oxygen by a face mask. Then, both common carotid arteries (CCAs) were exposed and isolated from the vagus nerves through a midline incision. Microcoils, inner diameter of 0.16 and 0.18 mm (Anruike Biotechnology, Xi’an, China), were applied to the surgical procedure. As previously described, the 0.16 mm microcoil was wrapped around the right CCA (Zhou et al. 2022). One hour after the above operation was successful, the 0.18 mm microcoil was twined around the left CCA. Sham-treated animals were exposed to identical procedures with the exception that microcoils were not placed around the arteries. No intra-operative or post-surgical complications were observed in both groups of surviving mice. Mice were placed back to the normal cage to recover with unrestricted access to food and water.

### Laser Speckle Contrast Imaging

To determine the impact of hypoperfusion on cerebral blood flow (CBF), laser speckle contrast imaging (LSCI) was used 3 weeks following surgery (RFLSI III, RWD, China) as described previously (Mao et al. 2017). Briefly, each mouse was anesthetized with isoflurane, and the head was placed in a stereotaxic frame in a prone position. An incision was made along the midline of the scalp, and the skull was exposed. Then, a whole-brain scan was performed using the LSCI. Regions of interest (ROIs) were manually selected, and the data were analyzed using the LSCI_V 1.0.0 software (RWD, China) to assess CBF changes. Following the measurement, the skin incision was gently sutured. Throughout the experiment, body temperature was maintained at 36.5–37.5℃.

### Tissue Preparation

At three weeks post surgery, mice were anesthetized with 2% isoflurane and decapitated. Then, take out the brain, fix it in 4% formaldehyde in PBS at 4℃ overnight, and dehydrate to sink in 30% glucose at 4℃. Coronal slices at 35 µm thickness were prepared using a freezing microtome (CM 1900, Leica, Germany).

### Hematoxylin Staining

Five consecutive representative sections in each brain were selected for hematoxylin staining. We performed hematoxylin staining using the Solarbio kit (G1120) with minor modification because of these changes of phenotypes which could be captured without cytoplasm staining by eosin (Cao et al. 2018; Liu et al. 2018). For the staining process, brain sections were fixed in methanol and stained with hematoxylin. Rinse the sections quickly with 1% HCl ethanol solution to remove excessive background staining, following the treatment with differentiation buffer. The slides were passed through 70% alcohol and anhydrous alcohol and mounted with xylene mountant. Images were captured by the Olympus slide scanner (VS120-L100). Five brain slices from 5 mice in each group underwent a whole-brain scan. Field of view of the left or right hemisphere was selected. In addition to apoptosis and necrosis in related brain regions, the infarct focus is characterized by the accumulation of mononuclear cells or microglia nuclei. The area of infarction is measured by the OlyVIA (Olympus) software. For the assessment of infarction, area was manually outlined (“measures a freehand polygon”), and the measure was noted for each region. Then, the software automatically calculated the aimed area values within the selection. The formula for calculating the section of cerebral infarction area (%) was (infarct area of the ipsilateral hemisphere)/(whole-brain area) × 100%.

### Immunofluorescence Staining

Tissue preparation was performed as described above. For immunofluorescence staining, selected sections in the state of free-floating were washed in 1 × PBS and incubated with a blocking buffer (1% Triton X-100 in PBS containing 5% normal goat serum (Thermo Fisher, 16,210,064) for 1 h. Sections were treated with primary antibody against Iba-1 (Abcam, ab178846) in blocking solution at 4 °C. These brain sections after the overnight incubation were then incubated with secondary antibody (Goat anti-rabbit Alexa Fluor 594, Jackson, 111–585-003) for 1 h, followed by DAPI (Thermo Fisher, 62,248, 1:10,000 dilution) counterstaining for 15 min. Sections were obtained by an Olympus slide scanner (VS120-L100). High resolution images were captured from the confocal microscopy (SP8 LSCM, Leica, Germany). Images were processed using the ImageJ software. A whole-brain scan was seen in each of the five brain slices that were selected for each animal. Field of view of the left or right hemisphere was selected. Compared with static microglia, activated microglia are characterized by stronger fluorescence intensity and higher local distribution density (Lim et al. 2018). And “Freehand polygon” of “Tool windows” in the OlyVIA software was used to manually define the area with activation of microglia and the whole section area. And the software automatically calculated the aimed area values within the selection. The area values were automatically calculated by the software. The relative activation area (%) was defined as (activation area of the hemisphere)/(whole-brain area) × 100%.

### RNA Extraction

Total RNAs were extracted from the entire right hippocampus by using TRIzol Reagent (Invitrogen, USA). RNA concentration and purity were measured by NanoDrop 2000 (Thermo Fisher Scientific). The RNA sample was stored at − 80℃ before use.

### RNA-seq and Data Analysis

Three RNA samples from each group were randomly selected for RNA-seq experiments. The cDNA library was constructed using a NEBNext Ultra™ RNA Library Prep Kit for Illumina (NEB, USA) following manufacturer’s instructions and was successfully sequenced on an Illumina HiSeq™ sequencing platform with a pattern of PE150. The raw data was obtained in FASTQ format, and FastQC was used for quality control (the quality control of RNA-seq data is presented in Fig. S1 and Table S2). Data preprocessing was carried out using Trim-galore to obtain high-quality clean reads. In this step, adapter sequences, low quality reads, and too short reads adapter were filtered. All the downstream analyses were based on the clean data with high quality. Next, sequencing reads were aligned to annotated RefSeq genes in the mouse reference genome (UCSC mm10) using HISAT2. SAMtools (v1.9) was then used to convert, sort, and index alignments. FeatureCounts v1.6.3 was used to count the reads numbers mapped to each gene, and then, FPKM of each gene was calculated based on the length of the gene and reads count mapped to this gene. GSEA software (version 3.0) was used for the gene set enrichment analysis. The DESeq2 was used for differential expression analysis of the BCAS group and sham group. The level with an adjusted *P* value < 0.05 found by DESeq2 and |Log2fold change|> 1 was set to filter differential expression genes (DEGs). Gene Ontology (GO) analysis is a functional analysis associating DEGs with GO categories. Then, GO enrichment analysis of DEGs was performed by the ShinyGO 0.76.3, and GO terms with adjusted *P* value less than 0.05 were considered significantly enriched by DEGs. The sequence data (FASTQ files) were deposited under the accession code GSE223580.

### Quantitative RT-PCR

RNA was extracted from the whole right hippocampus tissue using the TRIzol Reagent as described previously. Reverse transcription was performed using Evo M-MLV RT Kit (AG11711, Accurate Biology), and SYBR® Green Premix qPCR Kit (Thermo Fisher, Applied Biosystems QuantStudio 5) was used to perform qRT-PCR (AG11718, Accurate Biology). The primer sequences are listed in Table S2. All relative gene expression analyses were performed using the 2^−ΔΔCt^ and were normalized to GAPDH as the reference gene.

### Integrative Analysis of Bulk RNA-seq and Published scRNA-seq

Analysis was carried out as we described previously (Zhang et al. 2022). Dimensionality reduction was performed using the UMAP algorithm. Firstly, cell clusters were generated with Seurat in the UMAP plot using the published scRNA-seq data (GSE60361) (Zeisel et al. 2015). Then, we performed cell-type enrichment analysis by using DEGs of our hippocampus-specific bulk RNA-seq and the published scRNA-seq data. The full list of DEGs was divided into two lists: a list of “BCAS-induced up-regulated genes” (up_genes) and a list of “BCAS-induced down-regulated genes” (down_genes). Moreover, Seurat’s DoHeatmap visualizes the expression value of scRNA-seq for the individual gene in the two lists. Of note, only those genes detected in scRNA-seq were shown. Furthermore, the Seurat function FindAllMarkers was employed to identify marker genes of each cell cluster in scRNA-seq data with the parameters by default. And enrichment scores of genes in these two lists in each cell cluster were generated using R package GeneOverlap. Lastly, cell-type deconvolution analysis was performed using the *AUCell* algorithm from the open-source R package at https://github.com/chuiqin/irGSEA.

### Statistical Analysis

All experiments and data analysis were conducted under investigator-blinded conditions. Statistical analyses were performed using Prism 9 for Windows (GraphPad Software). Paired *t* test was used for the data comparisons of 0.18 mm side and 0.16 mm side in BCAS group samples (two-tailed) while an unpaired *t* test was performed (two-tailed) in the comparisons made between the sham and BCAS groups. All data were expressed as mean ± SEM, and significance level was set as *P* < 0.05. ^*^P < 0.05, ^**^P < 0.01, and ^***^P < 0.001.

## Results

### Cerebral Blood Flow and Histological Changes After Cerebral Hypoperfusion

In this study, there was a significant reduction of CBF on the left and right sides of the brain 3 weeks after BCAS-hypoperfusion, which was consistent with prior studies (Zhou et al. 2022) (Fig. 1B–E). The result demonstrated that BCAS mice using 0.16/0.18 mm microcoils led to an approximate 36% decrease in the average CBF compared to the right hemisphere of sham mice. To evaluate histopathological alterations of the brain after cerebral hypoperfusion, we performed hematoxylin staining of five different sections (Fig. 1F). Hippocampal atrophy on the right hemisphere was present. Furthermore, profound neuronal loss was evident in the CA1 and DG regions of the hippocampus (Fig. 1G). Then, we compared the percentage infarct sizes of the 0.18 mm and 0.16 mm stenosis sides of five sections in BCAS mice. The mean percent infarct size of each mouse was also compared. Results showed that BCAS mice exhibited significantly increased infarct areas on the 0.16 mm side when compared to the 0.18 mm side (Fig. 1H).

**Fig. 1:**
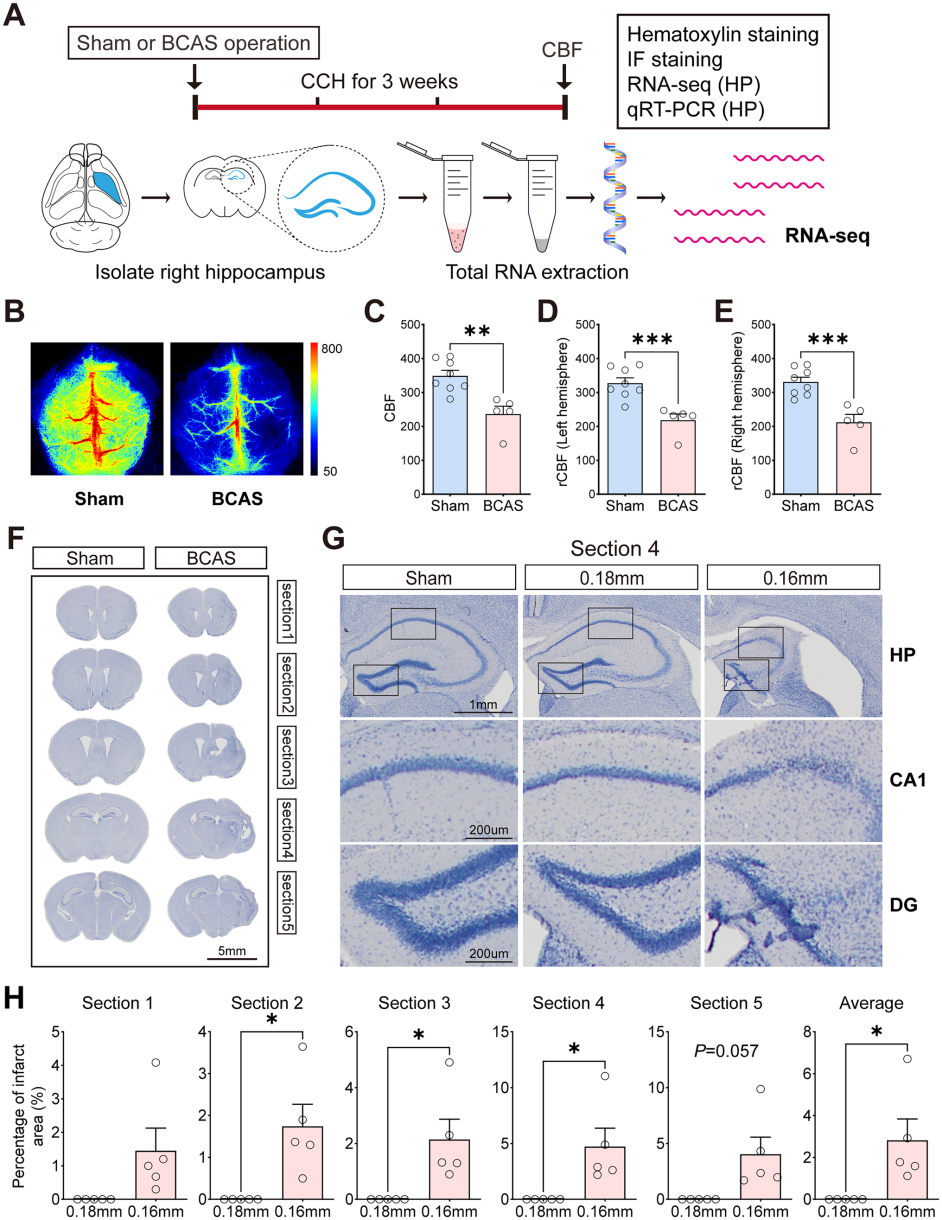
Cerebral blood flow (CBF) and histopathological alterations after 3-week cerebral hypoperfusion. **A** The experimental flowchart. BCAS, bilateral carotid artery stenosis; CCH, chronic cerebral hypoperfusion; IF, immunofluorescence staining; HP, hippocampus. **B** Representative images of laser speckle CBF at 3 weeks following BCAS or sham operation. Bar plots for whole brain (**C**), left hemisphere (**D**), and right hemisphere (**E**) CBF in sham and BCAS mice (*n* = 5–8 mice per group). **F** Hematoxylin-stained coronal brain sections show brain injury after BCAS-hypoperfusion. **G** Representative images of hematoxylin staining in the hippocampal regions. CA1, hippocampal CA1 area; DG, dentate gyrus. **H** Bar plots showing the percentage of infarct area in each section on the 0.16 mm and 0.18 mm sides of the BCAS group. Average, each point represents the mean value of five sections of individual mice. Data are expressed as mean ± SEM. Paired *t* test (two-tailed), ^*^P < 0.05 versus 0.18 mm side, *n* = 5 mice for per group

### Hippocampal Lesions with Microglial Activation Following Cerebral Hypoperfusion

Immunofluorescence staining with the microglial marker Iba-1 was used to identify the injury areas with reactive microglial/macrophages. We first compared Iba1-stained coronal sections of the brains from sham and BCAS mice (Fig. 2A). We found that profound microglial activation was seen within the infarct lesions, including hippocampal CA1 and CA3 regions of the 0.16 mm side in BCAS mice (Fig. 2B). In addition, there was significantly increased microglial activation on the 0.16 mm side compared with the 0.18 mm side of the BCAS group by comparing the percentage of microglial activation of five sections as well as the mean percent activation area of individual mice (Fig. 2C). And these observations were consistent with the previous literature (Qin et al. 2017). Therefore, 0.16/0.18 mm BCAS could induce significant histological injury and microglial activation of the brain, involvement of the hippocampus region. Our results are consistent with prior observations and provide a comprehensive basis for studying neuropathological changes in whole hippocampus and in all hippocampal subfields following cerebral hypoperfusion.

**Fig. 2:**
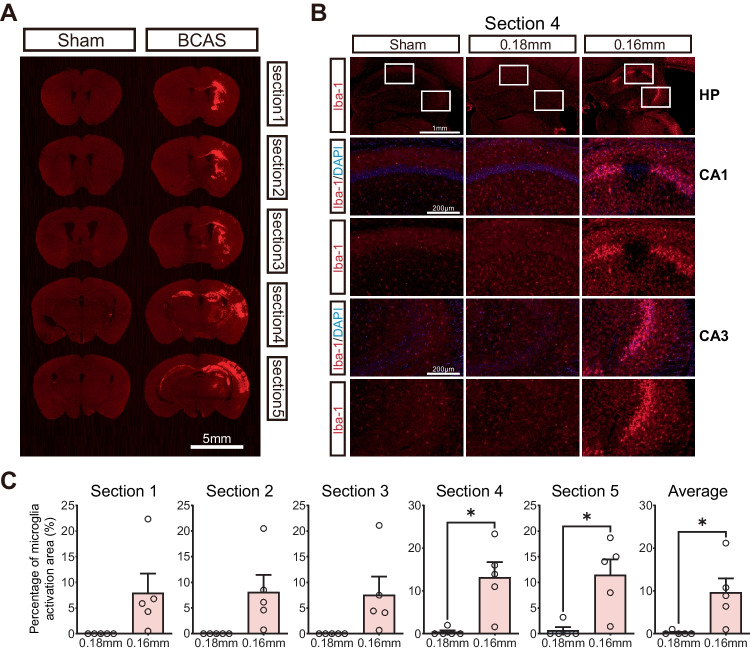
Microglial activation induced by BCAS-hypoperfusion 3 weeks post operation. **A** Representative Iba-1 stained coronal sections of the brains from sham and BCAS mice. **B** Representative images of Iba-1 labeled sections showing obvious microglial activation in hippocampal CA1 and CA3 regions. **C** Bar plots of percentage of microglial activation area of each section in BCAS mice. Average, each point represents the mean value of five sections of individual mice. Data are expressed as mean ± SEM. Paired *t* test (two-tailed), ^*^P < 0.05 versus 0.18 mm side, *n* = 5 mice for per group

### Transcriptional Activation of IFN-Regulated Genes in Hippocampus After Cerebral Hypoperfusion

We focused our attention on hippocampus-specific transcriptional changes induced by 0.16/0.18 mm BCAS. 

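RNA was sequenced from the whole right hippocampus of 3 sham mice and 3 BCAS mice at 3 weeks after surgery, with 1 library of paired-end reads per mouse. BCAS mice carried a microcoil around each common carotid artery, and sham mice had the same operation without microcoils. The authors trimmed the reads, aligned them to the mouse genome build mm10 with HISAT2 and counted them on genes with featureCounts. They deposited the raw count of every gene in each library, without normalization. These counts cover 54752 genes listed by Ensembl identifier, of which 54723 were matched to a symbol and 31988 had at least 1 count. Both mates of a read pair were counted as reads, so the total of each library exceeds its number of read pairs in Table S1. The totals were 34478313, 34301711 and 35607098 counts in sham mice 1 to 3, with a median of 34478313. In BCAS mice 1 to 3 the totals were 31892083, 29959864 and 29652456 counts, with a median of 29959864. The paper's Table S1 gives 21168463 to 21906461 trimmed read pairs per sham library and 18471579 to 19870004 per BCAS library, and all values here use the counts. Mitochondrial genes took 6.94% of the counts (SD 0.0501, n = 3) in sham mice and 6.22% (SD 0.295, n = 3) in BCAS mice. The 10 genes with the most counts together took 7.38% in sham mice and 7.33% in BCAS mice. The counts were turned into CPM with edgeR, normalized by its TMM method. Differences between the groups were tested with edgeR's quasi-likelihood test on the 18617 genes kept by its filter on low counts, with Benjamini-Hochberg adjustment over these genes. DEGs were defined by the paper's thresholds, an adjusted P under 0.05 and an absolute log2 fold change above 1. A count of 0 allows up to 3 counts, which equals 0.0875 to 0.0995 CPM in these libraries. Where all libraries of a group had 3 counts or fewer, the fold is given as a lower bound against this limit. Such limits cover counting error only. For a single gene, an exact two-sided permutation test of 3 mice against 3 cannot go below P = 0.1, so the adjusted P values come from the model across genes. The common biological coefficient of variation between mice of a group was 0.161.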

The RNA-seq experiments were performed using three biological replicates at 3 weeks post procedure. Principal component analysis (PCA) confirmed clear separation between the BCAS and sham groups (Fig. 3A). 

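Principal components were computed from DESeq2's variance-stabilized counts of the 500 most variable genes, since the paper's text does not name its settings. PC1 held 87.8% of the variance of these genes and PC2 held 10.4%. On PC1 the 3 sham mice lay between -22.9 and -21.8, and the 3 BCAS mice lay between 17.3 and 30.3. The gap of 39.1 between the groups was larger than the SD of the PC1 scores, which was 0.591 in sham mice and 6.99 in BCAS mice. On PC2 the groups overlapped, with scores of -7.97 to 8.48 in sham mice and -12.3 to 8.35 in BCAS mice. With all tested genes in place of the 500 most variable ones, the share of PC1 was 78.4%, the largest shift among the alternatives. The groups stayed apart on PC1 under every alternative, including those that left out 1 mouse.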

PCA scores were 88% for PC1 and 10% for PC2, indicating the unique transcriptome signature of the hippocampus after BCAS-hypoperfusion. Gene set enrichment analysis (GSEA) was used to analyze the signaling pathway enrichment in these groups. Results showed multiple extremely up-regulated pathways important in interferon (IFN)-mediated biological processes in BCAS mice compared with sham mice. The top four were “response to interferon-beta (Padj: 1.92E-15; NES: 2.24),” “activation of innate immune response (Padj: 4.06E-14; NES: 2.21),” “cellular response to interferon-beta (Padj: 1.38E-13; NES: 2.21),” and “positive regulation of innate immune response (Padj: 4.88E-22; NES: 2.20)” (Fig. 3B–F, Table S3). In addition, consistent with pathological neuronal loss in the hippocampal region, GSEA also showed several significantly important down-regulated pathways related to neuronal activity in BCAS mice. 

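The GO sets behind Fig. 3B were not used here. Lists of genes fixed in advance and Reactome sets were tested in their place with camera from limma, which compares the genes of a set with all other tested genes at a preset inter-gene correlation of 0.01. The adjustment covered the 46 sets tested. The 28 genes of the heatmap in Fig. 3G had a median log2 fold change of 2.45, with single genes from 1.21 to 6.12 (camera adjusted P = 9.03e-17). The study chose these genes on the same samples. A list of 15 genes that respond mainly to type I interferons, of which 3 are in the heatmap, had a median of 3.26 (camera adjusted P = 2.15e-10). For 14 genes that respond mainly to interferon-gamma, of which 4 are in the heatmap, the quartiles were 1.72 and 2.71 (camera adjusted P = 7.37e-10). Among Reactome sets, the 12 tested genes of Interferon alpha beta signaling had a median of 0.98 (camera adjusted P = 1.69e-05) and included 6 up-regulated DEGs. The 76 tested genes of Interferon gamma signaling had a median of 1.92 (camera adjusted P = 4.11e-16) and included 50 up-regulated DEGs. The 454 tested genes of the Innate Immune System had a median of 0.12 (camera adjusted P = 0.00657), with 113 up-regulated and 3 down-regulated DEGs. The mean log2 CPM of each of these sets was higher in all 3 BCAS mice than in every sham mouse. Of the 46 sets, 38 passed an adjusted P of 0.05 under camera, 24 of them up and 14 down. Of these 38 calls, 37 also hold under fry, a rotation test, and the exception is the list of dentate granule markers. No set passed when camera estimated the inter-gene correlation from the 6 libraries, where adjusted P values ran from 0.203 to 0.953 and 7 sets had an unadjusted P under 0.05. A preranked enrichment over 726 Reactome sets, chosen after seeing the data, ranked Interferon gamma signaling as number 1 among rising sets (NES 2.65 with fgsea), followed by Interferon Signaling (NES 2.63). Innate Immune System had rank 48 (NES 2.03). Only sets with at least 15 tested genes entered this ranking, so Interferon alpha beta signaling was not ranked.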

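A list of 48 postsynaptic genes had a median log2 fold change of -0.50 (quartiles -0.69 and -0.36; camera adjusted P = 3.14e-11), and 46 of the 48 genes had a log2 fold change below 0. The 5 down-regulated DEGs among them were Shisa6 (-1.18), Grin2a (-1.17), Cnih2 (-1.06), Gria1 (-1.06) and Cacng8 (-1.02), which are members of the list named for their values. Gria1 fell from 914 ± 60.5 CPM (SD, n = 3 sham mice) to 440.0 ± 107 CPM (SD, n = 3 BCAS mice), a log2 fold change with a standard error of 0.17 (edgeR adjusted P = 0.00191). The complex I family was selected by symbol alone, as the 50 tested genes with symbols that begin with Nduf. It includes entries with pseudogene symbols (Ndufab1-ps and Ndufb1-ps) and leaves out the subunits encoded in mitochondrial DNA. These genes had a median of -0.28 (quartiles -0.39 and -0.19; camera adjusted P = 4.43e-08), with 47 of them below 0. None of the 50 was a DEG. As a member of this family, Ndufv2 fell from 119.9 ± 6.14 CPM to 87.8 ± 0.546 CPM (SD, n = 3 mice each), a log2 fold change of -0.45 (standard error 0.07, edgeR adjusted P = 0.00155). Reactome's Respiratory electron transport, with 75 tested genes, had a median of -0.26 (camera adjusted P = 1.09e-09) and held no DEG. All 15 tested genes of Trafficking of AMPA receptors fell, with a median of -0.51 (camera adjusted P = 3.68e-06). The median was -0.32 for the 169 tested genes of Transmission across Chemical Synapses (camera adjusted P = 1.74e-06). The mean log2 CPM of each of these sets was lower in all 3 BCAS mice than in every sham mouse. With library totals in place of TMM, the median over all tested genes moved from 0.018 to 0.095. The medians then were -0.43 for the postsynaptic list and -0.20 for complex I. In the preranked enrichment, Respiratory electron transport had the lowest score (NES -2.90) and Neuronal System an NES of -2.52. Lists of neuron markers fell as well, with medians from -0.85 (CA1 pyramidal) to -0.14 (dentate granule), and the paper reports neuronal loss. Bulk counts do not separate a lower share of neurons from a lower expression per neuron, and this was not tested for these sets.

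**Figure D1:**
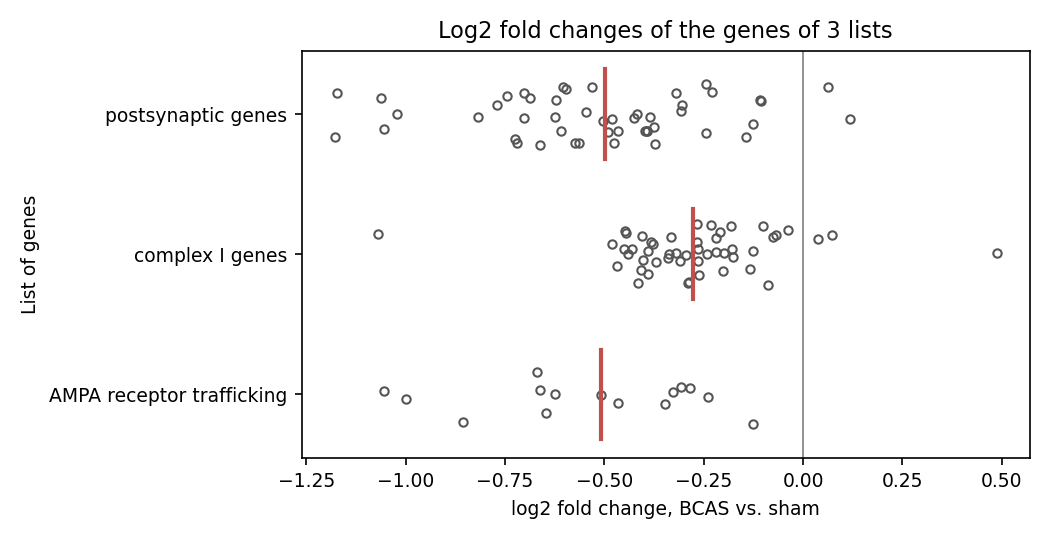
Log2 fold changes (BCAS vs. sham) of the tested genes of the postsynaptic list, the complex I family and Reactome's Trafficking of AMPA receptors, 1 point per gene, with the median of each list as a red line and points spread vertically for legibility. The medians lie at -0.50, -0.28 and -0.51.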

The top four were “protein localization to synapse (Padj: 3.15E-07; NES: − 2.42),” “mitochondrial respiratory chain complex I assembly (Padj: 3.42E-05; NES: − 2.40),” “NADH dehydrogenase complex assembly (Padj: 3.42E-05; NES: − 2.40),” and “regulation of postsynaptic neurotransmitter receptor activity (Padj: 2.15E-04; NES: − 2.33)” (Figs. 3B, S2 and Table S3). 

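Each of the 28 heatmap genes was an up-regulated DEG, and 28 remained past the thresholds when adjusted over the list alone. Since the study chose the list on these samples, the second count is not independent evidence. Among the alternatives that kept all mice, the number of heatmap genes past the thresholds ran from 23 to 28. Ifitm1, Ifitm2, Tgtp2, Irf1 and Ifnar2 did not pass under every alternative. Every BCAS mouse had a higher CPM than every sham mouse for each of these genes, and BCAS mouse 3 had the highest CPM for all 28. Ifi204 (ENSMUSG00000073489.6), shown in Fig. 3H, lies on chromosome 1 of mm10 from 173747293 to 173766943. Its CPM was 0.296 ± 0.0814 (SD, n = 3) in sham mice and 20.8 ± 10.5 (SD, n = 3) in BCAS mice, a log2 fold change of 6.12 (standard error 0.47, edgeR adjusted P = 4.35e-05). Gbp2 (ENSMUSG00000028270.12) lies on chromosome 3 from 142620602 to 142638008. Its CPM rose from 4.82 ± 1.04 to 26.8 ± 9.70 (SD, n = 3 each), a log2 fold change of 2.47 (standard error 0.27, edgeR adjusted P = 2.28e-04). Irgm2 (ENSMUSG00000069874.7) lies on chromosome 11 from 58199618 to 58222782. It rose from 5.62 ± 0.846 to 22.2 ± 4.69 CPM (SD, n = 3 each), a log2 fold change of 1.98 (standard error 0.18, edgeR adjusted P = 1.07e-04). Irgm2 shares exonic sequence with Igtp, another heatmap gene on the same strand, and reads on the shared part were not assigned to either gene in the authors' counting. The other largest changes of the list were those of Ifi207 (5.61) and Oas1g (5.56). Ifi204, Ifi206, Ifi207, Ifi209 and Ifi211 are paralogs on chromosome 1, as are Oas1a and Oas1g on chromosome 5, and reads that aligned equally well to several of them were not counted. Ifitm1 had the least certain change, with a log2 fold change of 1.25 (standard error 0.36, edgeR adjusted P = 0.0281). Over its alternatives the adjusted P of Ifitm1 ran from 0.00232 to 1, and it was 0.101 without sham mouse 1, 0.0865 without sham mouse 2, 0.0543 without sham mouse 3 and 0.0999 without BCAS mouse 3.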

Further analysis of these pathways revealed that the transcriptional differences were evident especially for IFN-regulated genes (IRGs), as depicted in the heatmap and IGV map of the interferon-beta pathway (Fig. 3G, H). Together, our data suggested that transcriptional activation of IRGs and transcriptional repression of neuronal activity genes occur after chronic hypoperfusion.

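The interferon genes themselves were close to the limit of detection. Ifnb1, which encodes IFN-β, had 0 counts in every library except for 2 counts in BCAS mouse 3. Ifng had 0 counts in sham mice and 2, 2 and 0 counts in BCAS mice 1 to 3. A difference in either gene was not detectable at this depth, and neither entered the test. The mean log2 CPM of the genes that respond mainly to type I interferons, minus that of the genes that respond mainly to interferon-gamma, was -0.58 ± 0.22 (SD, n = 3) in sham mice and 0.49 ± 0.33 (SD, n = 3) in BCAS mice. The difference of 1.07 between the groups was larger than the spread between mice. From the enrichment of IFN pathways and the down-regulated pathways of neuronal activity, the paper proposes that IRGs are activated and neuronal activity genes repressed at the level of transcription after chronic hypoperfusion.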

**Fig. 3:**
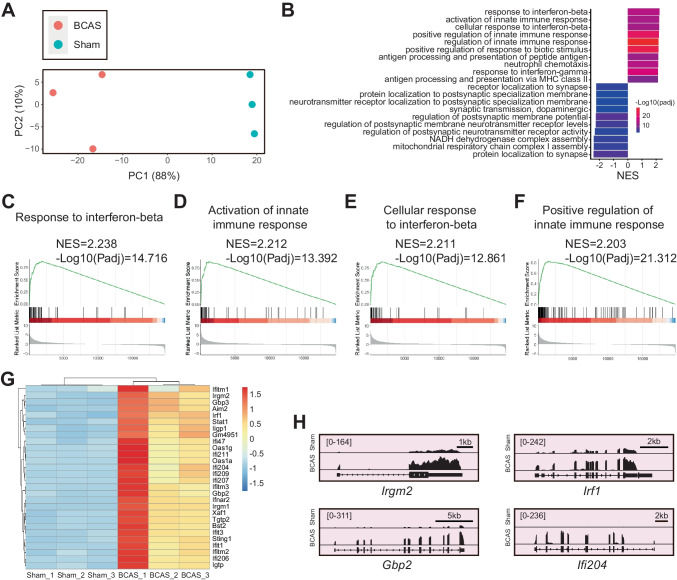
Hippocampus-specific gene set enrichment analysis (GSEA) for transcriptome following cerebral hypoperfusion. **A** Principal component analysis (PCA) plot of RNA-seq datasets obtained from sham and BCAS mice. *N* = 3 for per group. Note the whole right hippocampus used here. **B** Up-regulated and down-regulated functional pathways analyzed by GSEA (BCAS vs. sham). NES, normalized enrichment score. Notice high enrichment for interferon-beta (IFN-β) signaling pathways. **C**–**F** Enrichment plots showing positive enrichment for IFN-β-related immune pathways. **G** Heatmap of up-modulated genes involved in the IFN-β signaling. **H** IGV map tracks for representative genes in the up-regulated pathways. Notice increases of RNA-seq signal for IFN-regulated genes (*Ifi204*, *Gbp2*, *Irgm2*, *Irf1*) in the BCAS group compared with the sham group

### Quantitative RT-PCR Validation of Transcriptional Changes Detected by RNA-seq

We performed qRT-PCR to detect the expression of genes highly enriched in the IFN-related immune response pathways, including “response to interferon-beta” (*Gm4951*, *Ifi206*, *Ifi211*, *Gbp2*, *Ifnar2*, *Irgm1*). Compared with the sham mice, the BCAS mice exhibited increased mRNA levels of these genes in the hippocampus. These findings were consistent with the results from the RNA-seq transcriptome analysis (Fig. 4).

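In the RNA-seq counts, all 6 genes were up-regulated DEGs, with every BCAS mouse above every sham mouse. The qRT-PCR values of Fig. 4 come from 7 mice per group and were not analysed here. Gm4951 on chromosome 18 (60212080 to 60247820 in mm10) had 0.294 ± 0.212 CPM (SD, n = 3) in sham mice and 5.23 ± 1.26 CPM (SD, n = 3) in BCAS mice, a log2 fold change of 4.13 (standard error 0.49, edgeR adjusted P = 3.89e-04). Ifi206 on chromosome 1 (173468485 to 173491041) had only 4, 4 and 2 counts in the sham mice and 99, 100 and 195 counts in the BCAS mice, a log2 fold change of 5.36 (standard error 0.46, edgeR adjusted P = 7.23e-05). Ifi211 on chromosome 1 (173896345 to 173913046) rose from 0.196 ± 0.0732 to 6.58 ± 3.45 CPM, a log2 fold change of 5.04 (standard error 0.48, edgeR adjusted P = 1.24e-04). Ifnar2 on chromosome 16 (91372783 to 91405589) rose from 15.2 ± 0.185 to 35.0 ± 6.35 CPM, a log2 fold change of 1.21 (standard error 0.13, edgeR adjusted P = 2.66e-04). Irgm1 on chromosome 11 (48861968 to 48871683) rose from 10.6 ± 0.250 to 44.8 ± 10.0 CPM, a log2 fold change of 2.08 (standard error 0.15, edgeR adjusted P = 3.74e-05). With each mouse left out in turn, the log2 fold change stayed between 3.66 and 4.64 for Gm4951, between 4.96 and 5.55 for Ifi206 and between 1.04 and 1.28 for Ifnar2. When the fold was tested against a log2 fold change of 1 with edgeR's glmTreat, Ifnar2 no longer passed (adjusted P = 0.363, against a range of 6.67e-14 to 0.363 over its alternatives).

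**Figure D2:**
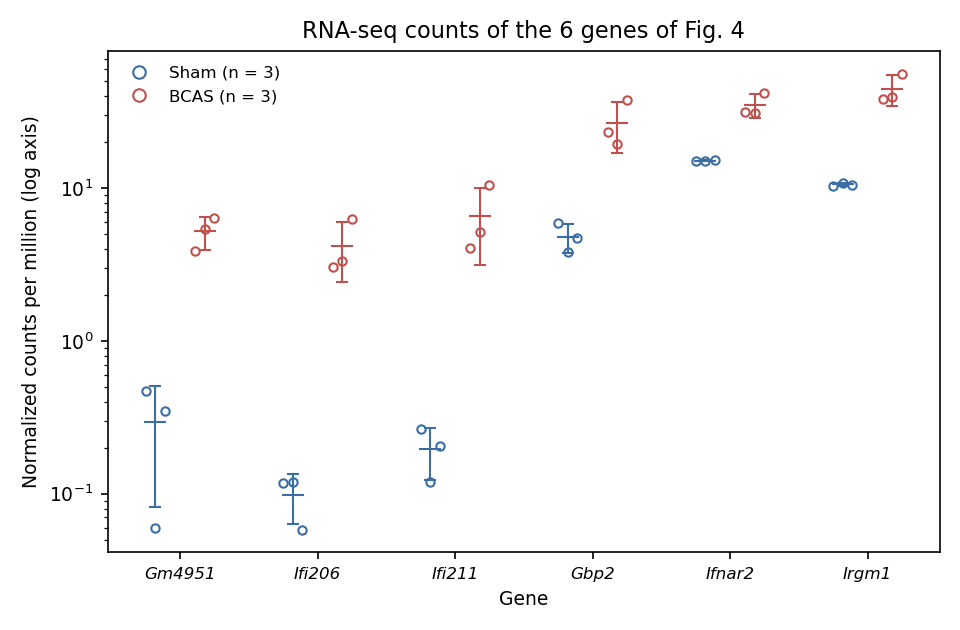
Normalized CPM (log axis) of the 6 genes in each RNA-seq library, 1 circle per mouse, with the mean as a horizontal line and the SD as error bars (n = 3 per group). For every gene the 3 BCAS mice lie above the 3 sham mice.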

**Fig. 4:**
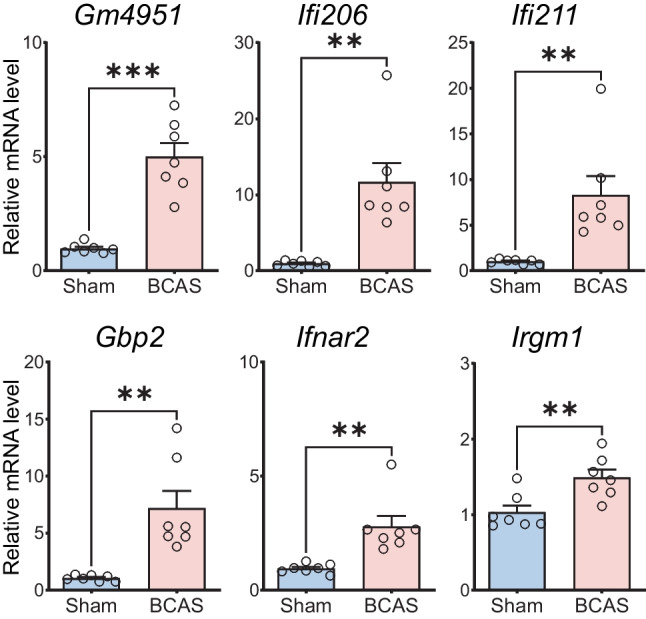
Validation of gene expression changes by quantitative RT-PCR. The relative mRNA expression levels of representative genes in the whole right hippocampus of sham and BCAS mice (gene expression was normalized by the housekeeping gene *Gapdh*). Up-regulated genes involved in “response to interferon-beta” are shown. Data are expressed as mean ± SEM. Unpaired *t* test (two-tailed), ^**^P ˂ 0.01 and ^***^P ˂ 0.001 versus sham, *n* = 7 mice for each group

### Gene Ontology Enrichment Analysis of Differentially Expressed Genes Following Cerebral Hypoperfusion

Here, gene sets with substantial alterations were analyzed. Standard thresholds (a |log2FC|> 1 combined with an adjusted *P* value (FDR) < 0.05) were used to define sets of DEGs. In these two groups, a total of 1854 DEGs were identified in the hippocampus, including 1641 (88.5%) significantly up-regulated DEGs and 213 (11.5%) significantly down-regulated DEGs (Fig. 5A, Table S4). 

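With edgeR, 5819 of the tested genes had an adjusted P under 0.05, 3356 of them higher and 2463 lower in BCAS mice. Of these, 1762 also passed the fold change threshold and were DEGs, 1576 (89.4%) up-regulated and 186 (10.6%) down-regulated. With DESeq2, the tool named in the methods, there were 1816 DEGs, 1611 up-regulated and 205 down-regulated. Of the genes in Table S4, 1834 were matched to the counts. The edgeR DEGs shared 1498 of the 1624 matched up-regulated genes of Table S4, and 37 of its 210 matched down-regulated genes were not among them. The DESeq2 DEGs shared 1588 up-regulated and 200 down-regulated genes with it. Across the Table S4 genes, log2 fold changes from DESeq2 differed from those of Table S4 by at most 0.0024. Among the alternatives that kept both thresholds and all mice, the counts of DEGs ran from 1588 to 1929. The fold change threshold moved the count most, since all 5819 genes count without it. With edgeR's glmTreat test against a log2 fold change of 1, 818 genes passed, 804 up-regulated and 14 down-regulated. Without BCAS mouse 3 there were 1306 DEGs, and the down-regulated DEGs fell to 96. Groups of 3 mice without any overlap in CPM were seen for 1746 of the 1762 DEGs and for 48.0% of all tested genes, where chance gives 10%.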

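Sample correlations were computed over the log2 CPM of the tested genes. Pearson's r was 0.983 to 0.988 between sham mice, 0.978 to 0.984 between BCAS mice and 0.935 to 0.962 between a sham and a BCAS mouse. These values of r are across genes, which are not independent replicates. Spearman's rho was 0.990 to 0.993 between sham mice, 0.986 to 0.990 between BCAS mice and 0.947 to 0.972 between the groups. The mean r within groups exceeded the mean r between groups by 0.0319, against an SD of 0.00405 of r within groups. With all genes that had at least 1 count, this gap was 0.0110. Average linkage on 1 minus Pearson's r gave 2 clusters that matched the groups, and the same held with each mouse left out in turn.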

Clustering, drawn above the heatmap, demonstrated that the samples of BCAS group were very similar to each other but showed complete separation from the sham group samples (Fig. 5B). 

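The median log2 fold change was 0.018 over all tested genes, 1.93 over the up-regulated DEGs and -1.23 over the down-regulated DEGs. Of the up-regulated DEGs, 1433 were protein coding genes. In 47 up-regulated DEGs all sham mice had 3 counts or fewer. Among DEGs with a mean of at least 1 CPM and no overlap between the groups, the largest rises by the fitted log2 fold change were those of Cd5l, Cst7, Cd200r4, Cxcl13 and Mmp3. Cst7 rose from 0.147 ± 0.0762 to 201 ± 37.7 CPM (SD, n = 3 each), a log2 fold change of 10.37 (standard error 0.25, edgeR adjusted P = 2.48e-07). The sham mice were at or under the limit of 3 counts for the other 4 genes, so their fitted values do not rank them against genes measured in sham mice. Against that limit Mmp3 was at least 168-fold higher, Cd5l at least 60.1-fold, Cd200r4 at least 34.1-fold and Cxcl13 at least 34.1-fold higher in BCAS mice. Mmp3 did not pass with limma-voom (adjusted P = 0.210, against a range of 6.80e-08 to 0.210 over its alternatives). The largest falls were those of 4921539H07Rik (log2 fold change -3.99, edgeR adjusted P = 4.38e-04), 6330420H09Rik (-3.55), Rtl3 (-2.19), Umodl1 (-2.16) and Spink8 (-2.15). Of the up-regulated DEGs, 1311 (83.2%) had their highest CPM in BCAS mouse 3.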

And the majority of the DEGs were up-regulated following BCAS-hypoperfusion. In addition, GO enrichment analysis was performed according to the DEGs. The top 20 biological process (BP) GO terms for up-regulated and down-regulated DEGs were identified (Fig. 5C, D). 

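The GO terms of Fig. 5C were not used here, and families of genes selected by symbol stand beside them. The background was the set of tested genes, of which 8.47% were up-regulated DEGs and 0.999% down-regulated DEGs. Of 22 tested chemokine genes, 15 were up-regulated DEGs (Fisher's exact test, two-sided, adjusted over the sets, P = 3.80e-11), and their median log2 fold change was 3.76. Of 11 tested toll-like receptor genes, 10 were up-regulated DEGs (Fisher's exact test, adjusted P = 6.62e-10), with Tlr5 as the exception and a median of 3.38. Among 26 tested MHC genes, 20 were up-regulated DEGs (Fisher's exact test, adjusted P = 5.14e-16), with a median of 2.70. Among 10 tested guanylate-binding protein genes, 8 were up-regulated DEGs (Fisher's exact test, adjusted P = 3.28e-07), with Gbp4 (0.99) and Gbp11 (0.023) below the threshold and a median of 1.96. The directions of these medians were the same under every scaling alternative. Reactome's MHC class II antigen presentation, which includes many genes of vesicle transport, held 15 up-regulated DEGs among 79 tested genes (Fisher's exact test, adjusted P = 0.00623). Its median was -0.040, and 0.036 with library totals in place of TMM, and the set did not pass under camera (adjusted P = 0.737) but passed under fry (adjusted P = 0.00307). Its mean log2 CPM was higher by 0.51 in BCAS mice, with all 3 above every sham mouse.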

The results demonstrated that immune-related biological processes including “regulation of defense response,” “regulation of immune response,” “inflammatory response,” and “innate immune response” were significantly enriched and up-regulated (Fig. 5C). Also, we found extremely important down-regulated signal pathways associated with neurons after BCAS-hypoperfusion. Of these, the most significantly associated pathways were “long-term memory,” “regulation of neuro-transmitter receptor activity,” and “multicellular organismal signaling” (Fig. 5D). 

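Of the 186 down-regulated DEGs, the postsynaptic list held 5 (Fisher's exact test, adjusted P = 0.00175, odds ratio 11.8), and 1 without BCAS mouse 3, which is 2.08% of the list. Among 23 tested glutamate receptor genes, 2 were down-regulated DEGs (Fisher's exact test, adjusted P = 0.144), 8.70% of the family and 4.35% without BCAS mouse 3. Without sham mouse 3, and under no other alternative, this share passed an adjusted P of 0.05. For the same family the median log2 fold change was -0.31 (camera adjusted P = 9.21e-05). The 15 tested GABA-A receptor genes had a median of -0.38 (camera adjusted P = 3.47e-04) and the 28 tested voltage-gated sodium and calcium channel genes had a median of -0.44 (camera adjusted P = 1.20e-05), with 1 down-regulated DEG in each. Among 72 tested potassium channel genes, 4 were up-regulated and 2 were down-regulated DEGs (2.78% down-regulated, 1.39% without sham mouse 2, sham mouse 3 or BCAS mouse 3, and 4.17% without sham mouse 1 or BCAS mouse 2), and the median was -0.18 (camera adjusted P = 0.0339). Of Reactome's neurotransmitter receptor set (Neurotransmitter Receptor Binding And Downstream Transmission In The Postsynaptic Cell), 5 of 114 tested genes were down-regulated DEGs (Fisher's exact test, adjusted P = 0.0442) and 6 were up-regulated, with a median of -0.36. For the glutamate, GABA-A and sodium and calcium channel families the mean log2 CPM was lower in all 3 BCAS mice than in every sham mouse, and for the potassium channels it was not. A lower share of neurons cannot be told apart from a lower expression per neuron for these families either.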

We further performed real-time RT-PCR on isolated hippocampus and validated the increase of some up-regulated IRGs in BCAS mice compared to sham mice (Fig. 5E). Collectively, GO enrichment analysis of the DEGs in the hippocampus indicated that most of the significantly enriched GO terms after chronic hypoperfusion injury were positive regulation of inflammatory and immune responses.

**Fig. 5:**
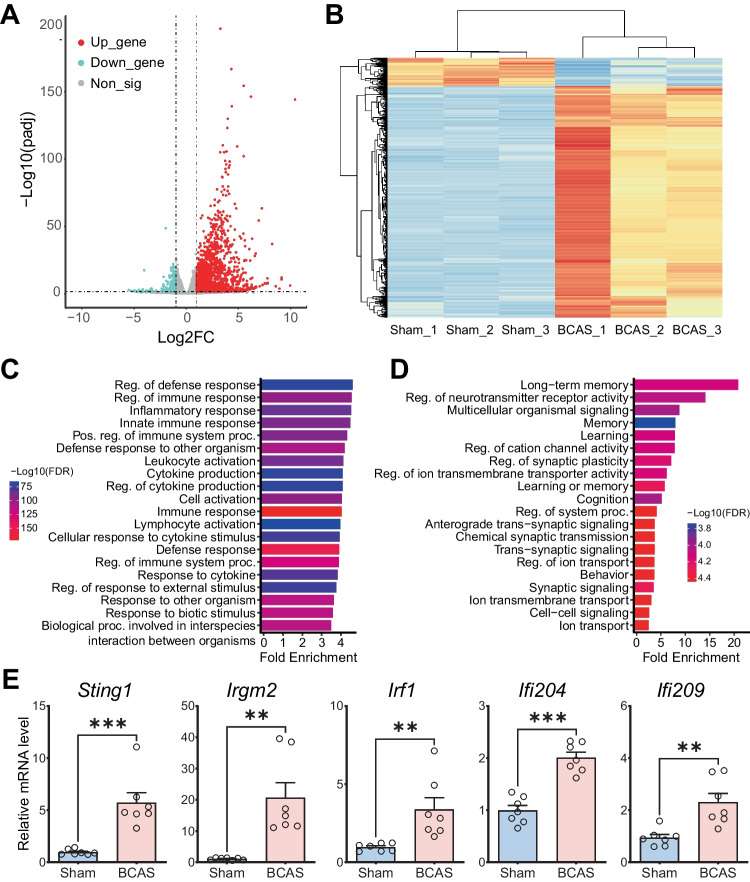
Gene expression changes and Gene Ontology (GO) enrichment analysis of differential expression genes (DEGs) after 3-week cerebral hypoperfusion. **A** Volcano plots of DEGs in the hippocampus (BCAS vs. sham). Note the whole right hippocampus used here. DEGs significantly up-regulated and down-regulated by RNA-seq analysis (log2FC cutoff of 1, adjusted *P* value cutoff of 0.05). Each dot corresponds to an expressed gene; DEGs are highlighted in red (up-regulated) and blue (down-regulated) colors. **B** Sample correlation heatmap. **C** Bar plot showing enriched GO biological process terms of up-regulated genes. **D** Bar plot showing enriched GO biological process terms of down-regulated genes. **E** Real-time RT-PCR validation for the up-regulated genes in “regulation of defense response.” *N* = 7 for each group. Data are expressed as mean ± SEM. Unpaired *t* test, two-tailed, ^**^P < 0.01 and.^***^P < 0.001

### Hippocampus-Specific DEGs Induced by BCAS-Hypoperfusion Were Enriched in a Distinct Cell Type of the Brain

Previous studies revealed different cell types in the mouse brain using single-cell RNA-seq under normal or pathological conditions (Zeisel et al. 2015; Zheng et al. 2022; Li et al. 2022). As shown in Figs. 6A and S3, we identified eight transcriptionally distinct clusters via detection of known cell type markers using a published scRNA-seq dataset (GSE60361) of mouse cortical and hippocampal cells (Zeisel et al. 2015). The eight major classes of cells included “interneurons” (cluster 0), “CA1 pyramidal” (cluster 1), “S1 pyramidal” (cluster 2), “oligodendrocytes” (cluster 3), “astrocytes” (cluster 4), “microglia” (cluster 5), “vascular cells” (cluster 6), and “other” (cluster 7). It should be added that vascular cells are composed of three cell types: vascular endothelial cells, vascular smooth muscle cells, and perivascular cells. Then, we visualized the expression of our hippocampus-specific DEGs in single cell of this published scRNA-seq (GSE60361). And we found a distinct distribution pattern in “microglia” for the “BCAS-induced up-regulated genes” (up_genes) and “CA1 pyramidal” for the “BCAS-induced down-regulated genes” (down_genes) (Fig. 6B). Furthermore, gene set enrichment analysis also showed that the set of up-regulated genes was significantly enriched in “microglia” (*P* = 5.61e-170, odds ratio 15.4). In contrast, the down-regulated gene set was enriched in “CA1 pyramidal” (*P* = 8.17e-19, odds ratio 7.3), not in “interneurons” or “S1 pyramidal” (Fig. 6C), with our analysis results matching the pathological observations. In addition, we did cell-type enrichment analysis using the *AUCell* algorithm in irGSEA. 

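The published scRNA-seq data were not used here. In the bulk libraries, a list of 15 microglia marker genes fixed in advance had a median log2 fold change of 3.66, with single genes from 2.58 (Csf1r) to 4.33 (Trem2), and all 15 were up-regulated DEGs (camera adjusted P = 2.14e-14; Fisher's exact test, adjusted P = 5.93e-16). All 15 genes had more than 3 counts in every sham mouse, and 2 of them are also in another list used here. Trem2 rose from 10.7 ± 1.36 to 216 ± 41.7 CPM (SD, n = 3 each; edgeR adjusted P = 4.87e-06). Aif1, which encodes Iba1, rose from 3.47 ± 0.224 to 30.7 ± 10.5 CPM (SD, n = 3 each), a log2 fold change of 3.14 (standard error 0.23, edgeR adjusted P = 3.74e-05). Medians of other marker lists were 0.45 for 10 astrocyte genes (camera adjusted P = 1.64e-05), 0.42 for 10 endothelial genes (camera adjusted P = 5.56e-04), 0.50 for 10 mural cell genes (camera adjusted P = 0.0574, but fry adjusted P = 0.0303) and 0.13 for 11 oligodendrocyte genes (camera adjusted P = 0.845). The oligodendrocyte median was -0.15 without BCAS mouse 3. Bulk counts do not separate a higher number of cells from a higher expression per cell.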

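In the bulk libraries, 4 of 10 CA1 pyramidal marker genes were down-regulated DEGs, namely Spink8, Fibcd1, Neurod6 and Pou3f1 (Fisher's exact test, adjusted P = 8.89e-05, odds ratio 67.5). All 10 genes of this list had a log2 fold change below 0, with a median of -0.85 (camera adjusted P = 8.22e-06). Fibcd1 fell from 170.4 ± 33.3 to 45.3 ± 19.1 CPM (SD, n = 3 each), a log2 fold change of -1.91 (standard error 0.30, edgeR adjusted P = 0.00200). Of 12 interneuron marker genes, 1 was a down-regulated DEG (Fisher's exact test, adjusted P = 0.522), which was Sst with a log2 fold change of -1.10. Without BCAS mouse 1, or without BCAS mouse 3, none of the 12 was. All 12 interneuron genes were below 0, with a median of -0.46 (camera adjusted P = 6.77e-05). The mean log2 CPM of the CA1 list, minus that of the interneuron list, was 0.79 ± 0.12 (SD, n = 3) in sham mice and 0.16 ± 0.14 (SD, n = 3) in BCAS mice, so the CA1 list fell by more than the interneuron list and the difference of -0.63 was larger than the spread between mice. Of the marker genes in Fig. S3, Thy1 had a log2 fold change of -0.65 (edgeR adjusted P = 0.00688) and Gad1 one of -0.46 (edgeR adjusted P = 0.00311). Tbr1 did not differ detectably (-0.18, edgeR adjusted P = 0.549), and its value depended on the mice, with 0.018 without BCAS mouse 1 and -0.51 without BCAS mouse 2 (edgeR adjusted P = 0.0123, against a range of 0.0123 to 1 over its alternatives). Mbp (0.42), Aldoc (0.26), Cldn5 (0.32) and Acta2 (-0.44) did not pass an adjusted P of 0.05 with edgeR either. Mbp and Aldoc each passed it under an alternative that kept all mice. With 1 mouse left out, Mbp passed without BCAS mouse 2 (0.52) and Cldn5 without sham mouse 3 (0.47). The lowest log2 fold change of Mbp among these fits was 0.24. The sign of Acta2 changed without sham mouse 3 (0.19). Mbp and Aldoc each also passed an adjusted P of 0.05 under an alternative that kept all mice.

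**Figure D3:**
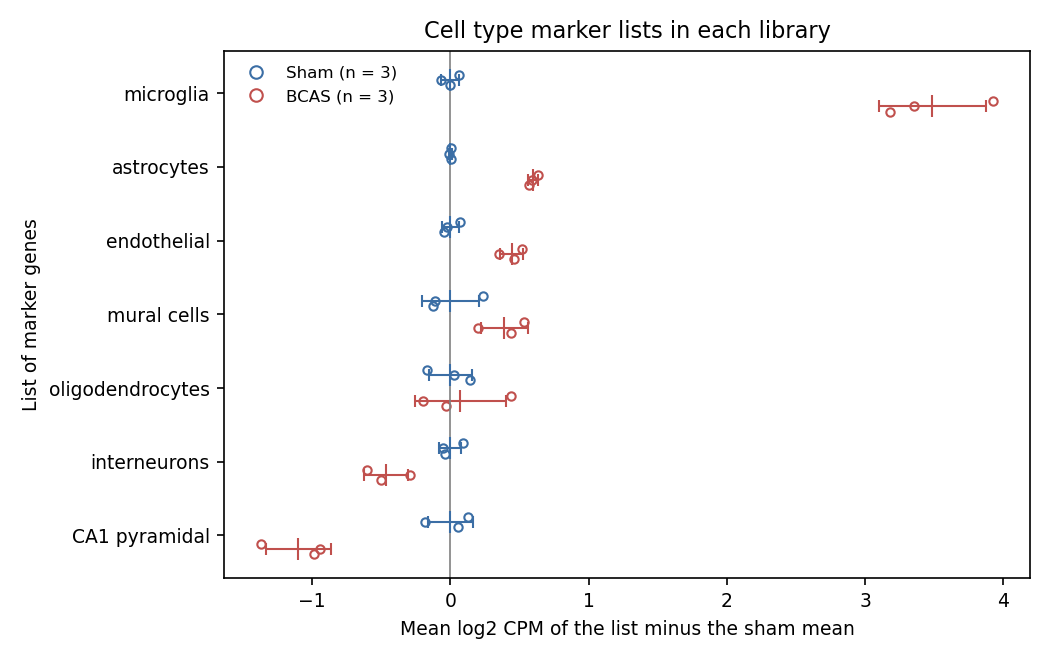
Mean log2 CPM of 7 lists of cell type marker genes in each library, minus the mean of the sham mice, 1 circle per mouse, with the group mean as a vertical tick and the SD as error bars (n = 3 per group). The BCAS mice lie above the sham mice for microglia, astrocytes and endothelial cells and below them for interneurons and CA1 pyramidal cells.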

As shown in Fig. 6D, E, a distinct “BCAS-induced up-regulated genes” distribution pattern in “microglia” was observed. And we also noticed a unique enrichment for the “BCAS-induced down-regulated genes” in another “CA1 pyramidal” class. Taken together, our results indicated that distinct cell type in the hippocampus responded to BCAS-hypoperfusion differentially with the transcriptional activation occurring primarily in “microglia” as well as repression in “CA1 pyramidal.”

**Fig. 6:**
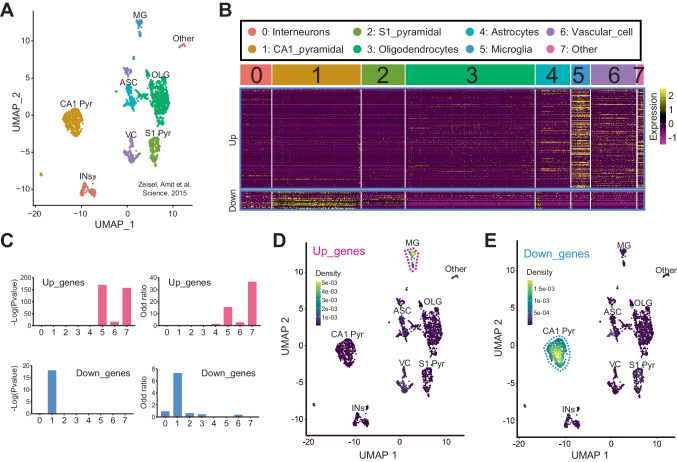
Enrichment of cerebral hypoperfusion-induced DEGs in a distinct cell type of the brain. **A** The UMAP plot visualizing clustering of single cells colored by cell types using published single-cell RNA-seq data (Zeisel et al. 2015, Science). **B** Seurat’s DoHeatmap shows the individual gene expression level of DEGs in each cell of the published single-cell RNA-seq (GSE60361). The eight cell clusters (cluster 0 to cluster 7) represent eight classes of brain cells. **C** The bar plots show the gene set enrichment score and odds ratio (95% CI) of “up_genes” and “down_genes” in each cell type of the brain. **D**, **E** Density scatterplots visualize cell-type enrichment for **D** “up_genes” and **E** “down_genes” using *AUCell* R package (https://github.com/chuiqin/irGSEA). Visualized genes are DEGs from the hippocampus bulk RNA-seq in the current study. Notice the enrichment of up-regulated genes in cluster 5 of “MG” and down-regulated genes in cluster 1 of “CA1 Pyr.” Ins, interneurons; CA1 Pyr, CA1 pyramidal; S1 Pyr, S1 pyramidal; OLG, oligodendrocytes; ASC, astrocytes; MG, microglia; VC, vascular cells; Other, other cell types

#### The Elevated IFN-β Signaling Molecule Expression Caused by BCAS-Hypoperfusion Is Correlated with Microglial Activation

From the above results, we can conclude that the change of gene expression induced by BCAS-hypoperfusion is closely related to the activation of microglia and that BCAS-induced up-regulated genes are significantly enriched in IFN-β-mediated signals. As the critical protein induced by IFNs, guanylate-binding protein 2 (GBP2) plays a significant role in the IFN-β signaling response. Therefore, we conducted double immunofluorescence labeling for GBP2 and Iba-1 to investigate the expression and cellular localization of GBP2 after BCAS-hypoperfusion. Representative confocal images of the hippocampal region were captured, and colocalization of GBP2 with partially activated microglia was observed around the lesion site on the 0.16 mm stenosis side of the BCAS group (Fig. 7). Interestingly, microglial activation was accompanied by increased production of GBP2, and GBP2 was activated in microglia due to BCAS-hypoperfusion.

**Fig. 7:**
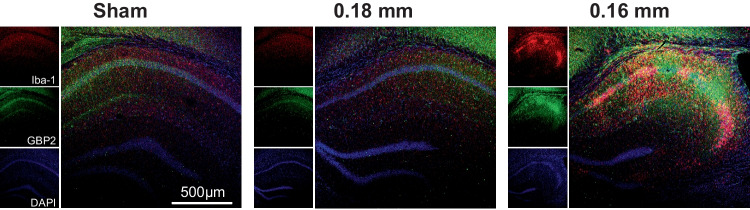
The altered microglia phenotype was accompanied by elevated expression of IFN-β signaling marker GBP2. The representative confocal image of GBP2/lba-1 co-staining of hippocampal region in both sham and BCAS groups (× 10)

## Discussion

The present study examined the effect of chronic cerebral hypoperfusion on hippocampal lesions and glial activation. Then, we performed RNA-seq analyses to investigate hippocampus-specific transcriptomic changes after 3 weeks of BCAS-hypoperfusion. Our initial findings suggested that large-scale transcriptional activation in hippocampus was observed in response to chronic ischemic injury, in particular, IFN-regulated genes. We also found that up-regulated genes were closely related to interferon-beta and inflammatory immune pathways, and down-regulated genes were associated with neuronal activity pathways. Remarkably, integrative analysis with a published scRNA-seq dataset demonstrated that up-regulated DEGs were significantly enriched in a distinct cell type of “microglia.” Also, the down-regulated DEGs were highly enriched in the “CA1 pyramidal.” Our results have the potential to set the stage for the research identifying and developing effective targets for VCI and other ischemic injury related diseases.

Gray matter dysfunction is reported to be a major neuropathological feature of many central nervous system diseases (Nishio et al. 2010). Nevertheless, the majority of basic researches on chronic cerebral hypoperfusion have focused on the pathological mechanisms of white matter (Cao et al. 2022; Suzuki et al. 2021; Shibata et al. 2007). Indeed, in addition to white matter lesions, chronic hypoperfusion is also related to gray matter damage such as cortical and hippocampal lesions in the severe cerebral hypoperfusion state. The hippocampal region of the mammalian brain is essential for higher brain functions, such as learning and memory, which are closely associated with activity-dependent synaptic plasticity (Mardones et al. 2016). Multiple rodent models characterizing features of cerebral hypoperfusion with hippocampal lesions have constructed (Nishio et al. 2010, Wang, 2014, Somredngan and Thong-Asa 2018). Notable in this respect was the establishment of the 0.16/0.18 mm BCAS, with this chronic hypoperfusion model more relevant to the pathophysiology of VCI and more closely resembling the in vivo state (Miki et al. 2009). This mouse model is characterized by several VCI-related neuropathological features including reduced CBF, cognitive impairment, gray matter lesions involving hippocampal region, and chronic neuroinflammation (Miki et al. 2009). Another most recent study also showed that BCAS using 0.16/0.18 mm microcoils is an excellent model for studying the mechanism and developing therapy of vascular cognitive dysfunction (Zhou et al. 2022). Significantly, our previous study showed that the 0.16/0.18 mm BCAS model can lead to cerebral gray matter damage, including hippocampal lesions. Microglia were markedly activated with phagocytosis-like phenotype changes. Activated microglia can cause secondary neuronal injury, and our study established the basis for subsequent neuropathological studies of gray matter injury caused by CCH (Zhang et al. 2023). Furthermore, in order to evaluate functional changes after prolonged cerebral hypoperfusion in the 0.16/0.18 mm BCAS model, we utilized a Morris water maze to test spatial cognitive function between the sham and BCAS groups. The results indicated that mice in the BCAS group showed impaired spatial learning ability compared with the mice in the sham group postoperatively. Therefore, we chose this BCAS model for transcriptome profiling in order to capture the key genes and pathways associated with CCH.

One of the major strengths of this study was the investigation of hippocampus-specific gene expression changes following BCAS-hypoperfusion by RNA-seq analysis. Our GSEA analysis revealed that in the hippocampus of BCAS mice, the up-regulated genes were extremely enriched in the interferon-beta signaling (Fig. 3B–H, Table S3). Also, the confirmation by qRT-PCR showed that the expression levels of DEGs were consistent with the RNA-seq data, suggesting that the RNA-seq results were reliable. We concluded that IFN-mediated neuroimmune signaling exerts a crucial regulatory effect on hippocampus in response to chronic cerebral hypoperfusion. IFN-signaling pathways are critical intermediates of cellular signaling pathways and can be divided into three immune subtypes (Harmon et al. 2022). Of note, type I (IFN-α and IFN-β) exhibits proinflammatory activity, and type II (IFN-γ) has anti-inflammatory effect. Interestingly, in our findings, previously unreported IRGs were identified according to the hypoperfusion-induced hippocampus-specific transcriptomes. Although type I IFN signaling has been suggested to play an important role in fighting central nervous system infections, little is known about its underlying effect on chronic ischemic injury (Chen et al. 2022). In this study, we revealed that *Irf1* was significantly up-regulated in BCAS mice and contributed to IRGs in immune system regulation (Fig. 3G, H). 

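Irf1 (ENSMUSG00000018899.16) lies on chromosome 11 of mm10 from 53770014 to 53778374, and the annotation places the gene Gm17334 within it on the other strand. Its CPM was 7.54 ± 0.997 (SD, n = 3) in sham mice and 19.2 ± 1.86 (SD, n = 3) in BCAS mice, a log2 fold change of 1.34 (standard error 0.14, edgeR adjusted P = 1.84e-04). Every BCAS mouse had more than every sham mouse. With each mouse left out in turn, the log2 fold change stayed between 1.26 and 1.45. Tested against a log2 fold change of 1 with glmTreat, Irf1 did not pass (adjusted P = 0.0834, the highest over its alternatives, of which the lowest was 8.07e-15). The counting was not strand-specific, so reads on exons shared with Gm17334 were not assigned to Irf1.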

The interferon regulatory factor-1 (IRF1), a transcription factor (TF), is known as an important regulator of genes involved in multiple pathophysiological processes, such as cellular response to programmed cell death and inflammation (Huang et al. 2020; Jefferies, 2019; Liu et al. 2020). And IRF1 was initially considered to be an important regulator of IFNs and IRGs. The main effect of IRFs on immune responses is mainly linked to the control of the type I interferon system, which must be not only rapidly activated to mount an immune response but also tightly regulated to avoid adverse effects (Mancino and Natoli 2016). Activation of IRF1 is controlled by phosphorylation events that result in the formation of homodimers that are transcriptionally active (Tamura et al. 2008; Negishi et al. 2018). Therefore, we speculated that IRF1-mediated immune responses contributed to the transcriptional activation of IRGs after BCAS-hypoperfusion in our study. In future studies, it would be of interest to investigate how these IFN-related immune responses participate in the mechanics of chronic cerebral hypoperfusion.

While no studies have carefully examined the interferon-beta responses in the hippocampal region of BCAS-hypoperfusion mice so far, activation of IFN-related signaling pathways has been confirmed in multiple rodent models of neurological disorders (Kong et al. 2022; Harmon et al. 2022). For example, the guanylate-binding protein 2 (GBP2), one member of GBP family, is induced by IFNs. Within the GBP family of proteins, many are highly up-regulated by IFN signaling. And the majority of GBP genes such as *Gbp2* have been used as markers for IFN responsiveness in both cells and organisms (Messmer-Blust et al. 2010). Recent studies demonstrated that colocalization was also observed for GBP2 (IFN-induced protein) and Iba1 (microglia marker) through double immunofluorescence analysis in the brain cortex in a rat model of traumatic brain injury, suggesting that GBP2 might play a vital role in microglia activation process following brain damage (Miao et al. 2017). It thus seems like up-regulation of IFN-signaling pathways would also be expected in the hippocampus after cerebral hypoperfusion (Fig. 3G, H). In the “Results” section, we present our observations by integrative analysis and found that hippocampus-specific DEGs induced by BCAS-hypoperfusion play an essential role in microglia activation (Fig. 6B–E). Interestingly, we also confirmed that up-regulation of GBP2 was closely associated with microglial activation in hippocampal region of mouse brain following BCAS-hypoperfusion (Fig. 7). These studies emphasize the importance of IFN-β signaling molecule in neuroinflammation, with GBP2 being identified as a new player involved in microglial phenotype modulation in response to a variety of inflammatory conditions. Therefore, a better understanding of the changes in type I IFN signals could help to clarify the cellular and molecular mechanics of CCH-induced brain injury.

Immune responses accompanying cerebral ischemic injury involve microglia, astrocytes, T cells, etc., among which the brain’s primary immune sentinels are microglia cells. The microglia act as the resident macrophages of the brain and play essential roles in the hub of intercellular communication in innate immunity and neuroinflammatory pathologies (Mao et al. 2017). Microglial cells are rapidly activated in response to infection, inflammation, and injury, associated with the expression of pro/anti-inflammatory genes and secretion of cytokines (Wang et al. 2018). Both in vitro and in vivo experiments showed that loss of BIN1 (the key regulators of inflammation) impaired the ability of microglia to mount type I interferon responses to proinflammatory challenge, particularly the up-regulation of critical IFN-signaling pathway genes (Sudwarts et al. 2022). Moreover, microglia are considered to be critical in response to the IFN-signaling response, acting via the induction of cytokines (primarily type I IFNs), and have been reported in multiple studies to play a role in modulating neuroinflammation. And the researchers also found that microglia-specific *Ifnar1* deletion prevented post-synaptic terminals loss by selective engulfment. Furthermore, curing brain disorders through precision medicine is the overarching goal of a new wave of molecular and genomic therapies (Liu et al. 2019; Sudwarts et al. 2022). Encouragingly, a variety of approaches for genetic targeting of microglia in mice have been tested, including the targeting for CD11b and CD11c, the enzyme lysozyme M (LysM), F4/80, colony-stimulating factor 1 receptor (CSF1R), Iba1, and CX_3_CR1 (Wieghofer et al. 2015). In addition, researches have shown that delivery of drugs using novel nanoparticle technologies offers a potential strategy for targeting glia in immune system disorders (Nance et al. 2018). Thus, the above findings supported our conclusions that targeted therapy of microglia would have important implications for therapeutic development and precision medicine for chronic cerebral hypoperfusion. In conclusion, designing and synthesizing relevant materials for cell-type specific targets could be expected to have practical implications on ischemic injury intervention strategy.

Although the current study provides a novel dataset of hippocampus-specific gene expression profiles after 3-week cerebral hypoperfusion in mice, it also has some unavoidable limitations and deficiencies. First, our verifications were still based on the gene level, not the protein level, and the evaluation could not fully explain how these genes might ultimately affect the clinical manifestations of VCI. Future work should consist of the protein expression of the significantly different genes mentioned in the text to provide stronger evidence. Second, our transcriptomic data lacked functional level validation in the two groups of mice, which is something that can be more thoroughly considered when designing future studies. Finally, our results were somewhat descriptive. Clearly, there is still much work to be done before this basic research can be translated into clinical results.

## Conclusions

In summary, this preliminary study provides valid data for hippocampus-specific gene expression profiles following 3-week severe cerebral hypoperfusion. Our findings demonstrate that elevated levels of gene expression associated with IFN-mediated neuroimmune signaling pathways may play a crucial role in the occurrence and development of chronic ischemic injury. Our RNA-seq database may be helpful as an initial framework for future investigations of the cellular therapies in hypoperfusion-induced neuropathological changes.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

Supplementary file2

Supplementary file3

Supplementary file4

## Data Availability

The datasets provided in this study can be found in the online repository. The names of the repository/repositories and accession number(s) can be found in https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE223580.

# Supplementary material for: Transcriptome Profiling of Hippocampus After Cerebral Hypoperfusion in Mice
**Source:** J Mol Neurosci. 2023 Jun 2;73(6):423–36. doi: 10.1007/s12031-023-02123-0

# Transcriptome profiling of hippocampus after cerebral hypoperfusion in mice

*Journal of molecular neuroscience*

*Supplemental Material*

**Zengyu Zhang<sup>1,2#</sup>, Zimin Guo<sup>1,2#</sup>, Pengpeng Jin<sup>3</sup>, Hualan Yang<sup>1</sup>, Mengting Hu<sup>1</sup>, Yuan Zhang<sup>4</sup>, Zhilan Tu<sup>1\*</sup>, Shuangxing Hou<sup>1\*</sup>**

#These authors contributed equally to this work

Shuangxing Hou

Zhilan Tu

**Table S2.** List of primer sequences used for qRT-PCR analysis.

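In qRT-PCR, each primer pair of Table S2 is meant to amplify a stretch of the cDNA of the gene it is listed for, and the signal is set against that of Gapdh. The 12 pairs were compared with the mouse transcripts of a GENCODE release on mm10, counting only exact matches of both primers on 1 transcript; whether a pair amplifies was not tested. For 7 pairs the exact matches were in transcripts of a single gene, with products of 121 bases for Gm4951, 115 for Ifi206, 130 to 238 for Ifi209, 122 for Irgm2, 140 for Gbp2, 147 for Ifnar2 and 112 for Irf1. The Ifi211 pair matched transcripts of 3 genes, Ifi204, Ifi211 and Mndal, with a product of 118 bases. The Gapdh pair matched transcripts of 37 genes, which are Gapdh and genes most of which are annotated as processed pseudogenes. For 3 pairs no transcript matched both primers. The forward primer listed for Irgm1 had at least 6 mismatches to the transcripts of that gene, the reverse primer listed for Ifi204 at least 3, and the reverse primer listed for Sting1 (Tmem173 in the annotation) at least 8.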

| <b>Gene</b>   | <b>Forward Primer</b>   | <b>Reverse Primer</b>   |
|---------------|-------------------------|-------------------------|
| <i>Gapdh</i>  | AATGTGTCCGTCGTGGATCTGA  | GATGCCTGCTTCACCACCTTCT  |
| <i>Ifi211</i> | CCAGTCACCAATACTCCACAGC  | CTCTGAGTGGAGAACAGCACCT  |
| <i>Gm4951</i> | GGACAAGCTGATAAGTGACCTCC | CAGCCAAGTCTTCCACCTCAGA  |
| <i>Ifi206</i> | GCGAAGATATTCCAGAACTTGC  | CTGGAGGTAAGTGGAGGAGG    |
| <i>Ifi209</i> | CTCCAGTGTCTTCAGGAACAGC  | CCTTGCTGGTGACCATTTTCCTC |
| <i>Irgm1</i>  | CCTTCCCCTTTGTACGTCATAC  | CTCCTTGATTCCGTAGACCAGTT |
| <i>Irgm2</i>  | ATCTCTCCACCTGGTTGCTCTG  | TTCCAGTGCGATACAACCGAGC  |
| <i>Gbp2</i>   | ACAAGCTAGCTGGGAAGAGG    | TTCAAGGCCCTCAGTGTCAA    |
| <i>Ifnar2</i> | GAGCCTAGAGACTATCACACCG  | TACCAGAGGGTGTAGTTAGCGG  |
| <i>Irf1</i>   | AACCAAATCCCAGGGCTGAT    | GGAACAGACAGGCATCCTTG    |
| <i>Ifi204</i> | GCCAGCCCTAAGATCTGTGA    | TTTTCCTACTCCCCACCACTT   |
| <i>Sting1</i> | ATGTCACAGGATGCCAAAGC    | ACAGTGAGAACTGTTTCCGTC   |

**Fig. S1** Representative images for quality control using the software FastQC. (A) Basic statistics. (B) Per base sequence quality. (C) Per tile sequence quality. (D) Per sequence quality scores. (E) Per base N content. (F) Adapter content.

**A**

| Measure                           | Value                   |
|-----------------------------------|-------------------------|
| Filename                          | BCAS_1_1.fq.gz          |
| File type                         | Conventional base calls |
| Encoding                          | Sanger / Illumina 1.9   |
| Total Sequences                   | 19878183                |
| Sequences flagged as poor quality | 0                       |
| Sequence length                   | 100-150                 |
| %GC                               | 49                      |

**B**

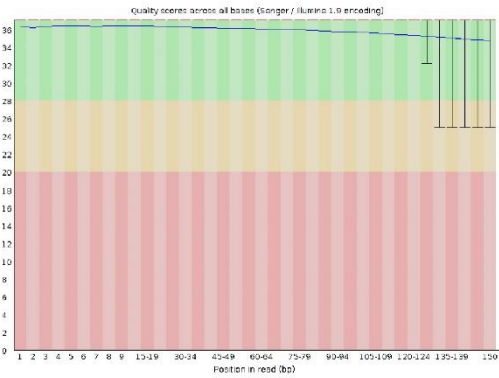

**C**

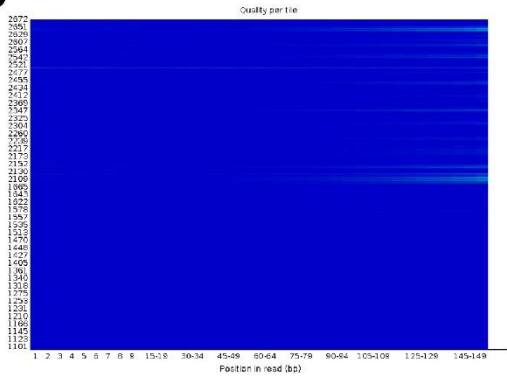

**D**

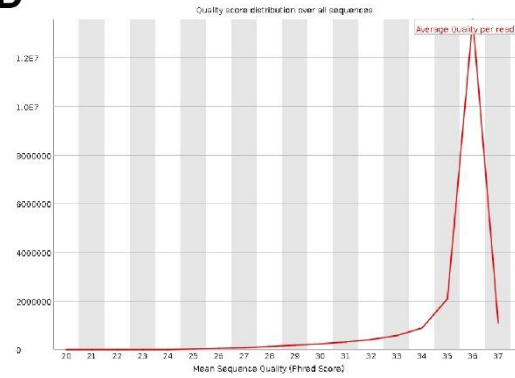

**E**

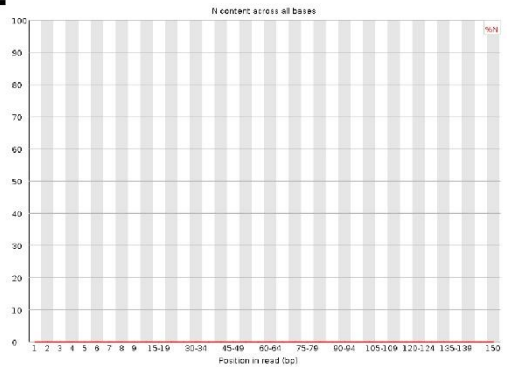

**F**

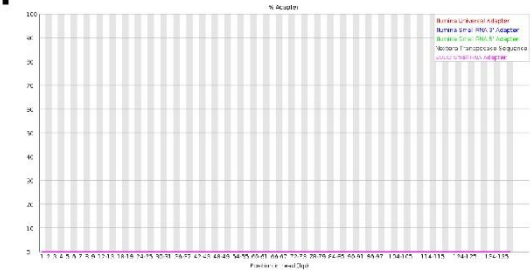

**Fig. S2** Hippocampus-specific pathway analysis of transcriptome changes after BCAS-hypoperfusion. (A-D) Enrichment plots in the top four important down-regulated pathways. These include “Protein localization to synapse”, “Mitochondrial respiratory chain complex I assembly”, “NADH dehydrogenase complex assembly”, and “Regulation of postsynaptic neurotransmitter receptor activity”. Notice decreases of RNA-seq signal for genes of these pathways in BCAS group compared to sham group. NES, normalized enrichment score.

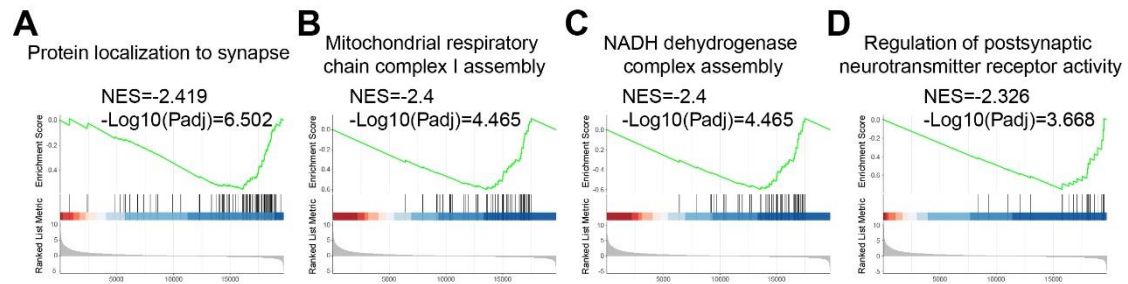

**Fig. S3** Single-cell transcriptome analysis of the cell types in the mouse cortex and hippocampus. (A) The expression and percent of cell classes in the UMAP map of the published scRNA-seq dataset on the mouse somatosensory cortex (S1) and hippocampal CA1 region (GSE60361). (B) UMAP plots showing the expression level of marker genes for each cell-type of the brain (GSE60361).

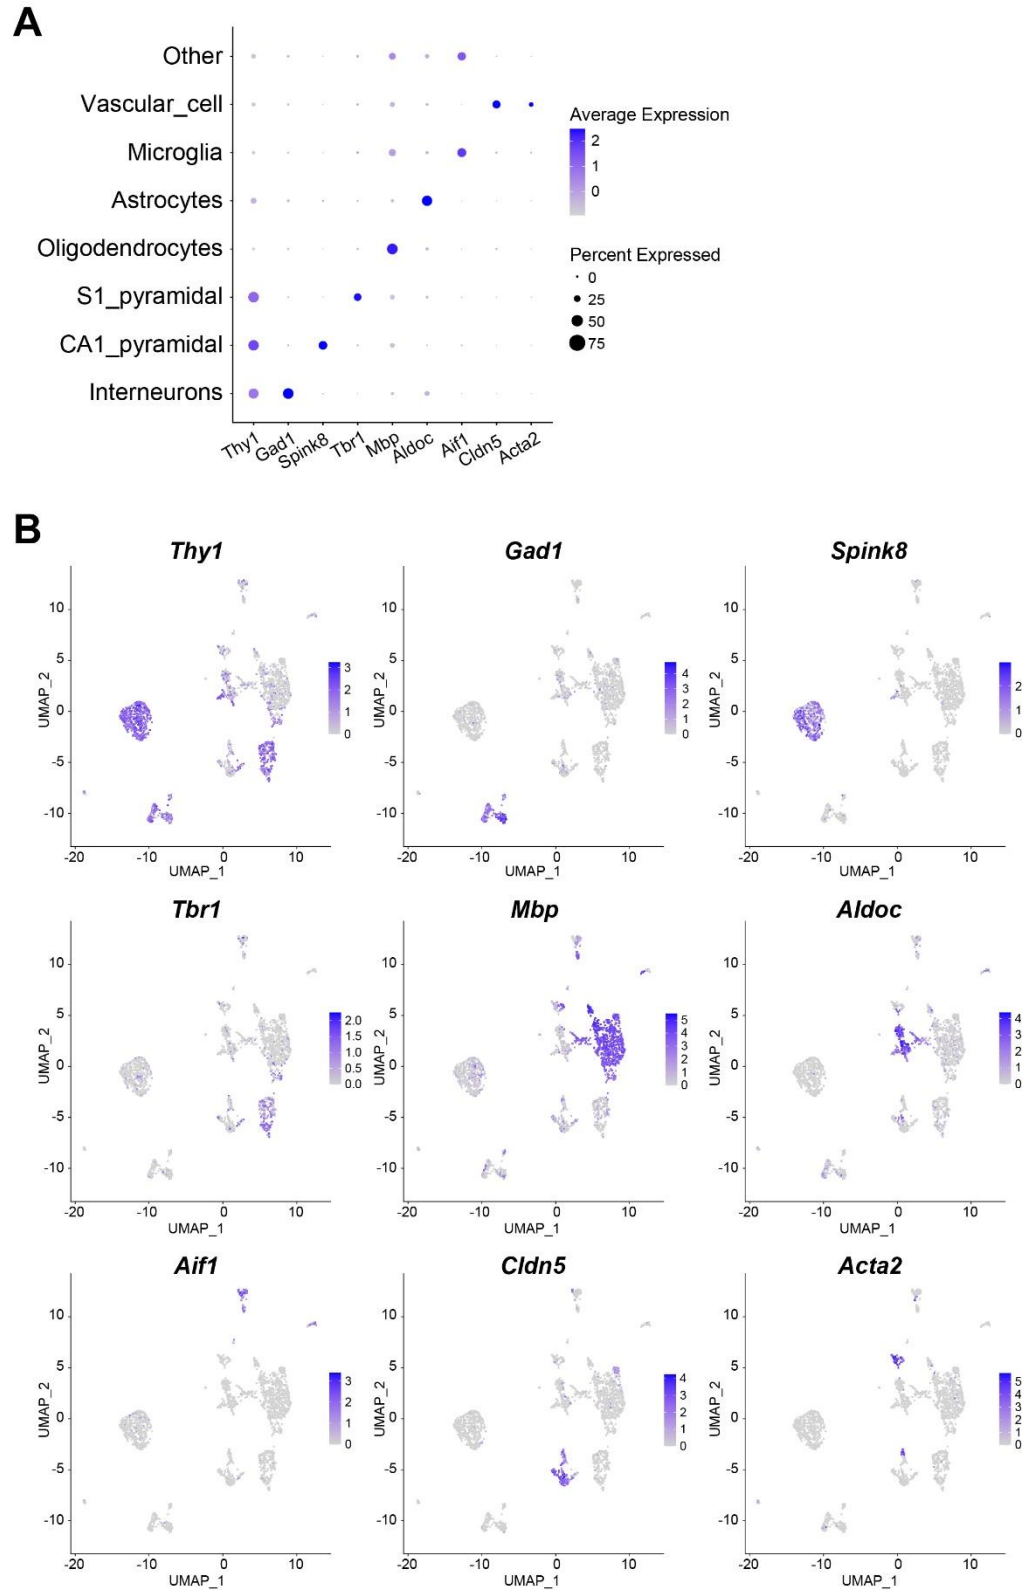

**Supplement:** Supplementary file 1 — Supplementary file1

How the deposited data were processed for this re-analysis (not part of the article)

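RNA-seq libraries from the whole right hippocampus of 6 male mice were used, 3 with sham surgery and 3 with BCAS, each taken 3 weeks after surgery. Samples were assigned to the groups by their labels. The time given in the labels is the age of the mice. Mice are numbered here by the replicate numbers 1 to 3 of the labels. Inside the BCAS count tables the columns are numbered 2 to 4 in the same order, so BCAS mice 1, 2 and 3 here need not be the BCAS columns of the same number in the paper's figures. The authors, as described in the paper's methods, trimmed the reads, aligned them with HISAT2 and counted them per gene with featureCounts, and the raw counts per gene were deposited as counted, without normalization or filtering. The count values are whole numbers of reads. According to the file headers the mates of a pair were counted as separate reads, strand was ignored and reads aligned to several places were not counted. The headers name another featureCounts version and another annotation than the methods. The counts cover 54752 genes, of which 29 could not be matched to a symbol.

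Every choice of test, threshold, gene list and alternative was made before the data were examined, except where the text says that it was chosen after seeing them. Genes were kept by edgeR's filterByExpr, normalized by TMM and compared with edgeR's quasi-likelihood test without a replicate block, in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0. Adjusted P values are those of Benjamini and Hochberg. DEGs needed an adjusted P under 0.05 and an absolute log2 fold change above 1, the thresholds of the paper. CPM on a log2 scale used a prior count of 2. A library with 3 counts or fewer for a gene was taken as at the limit of detection. The totals ran from 29652456 to 35607098 counts per library. With the TMM factors applied, this limit was 0.0875 to 0.0995 CPM, and it covers counting error alone. TMM factors were 0.964 to 0.984 in sham libraries and 1.01 to 1.05 in BCAS libraries.

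The genes named in the text are every gene named in the paper's results text, Fig. 3G, Fig. 3H, Fig. 4, Fig. 5E and Fig. S3, the 5 largest rises and the 5 largest falls among DEGs with a mean of at least 1 CPM and no overlap between the groups, Ifnb1 and Ifng, and members of the gene lists where a list is reported. Gene sets were lists written by hand, families selected by symbol and Reactome sets. Sets with at least 5 tested genes were tested with camera at an inter-gene correlation of 0.01, with fry and with camera's estimated correlation as alternatives, and 3 sets were too small to test. Shares of DEGs in a set were tested with Fisher's exact test against all tested genes. The GO sets of the paper, its GSEA and ShinyGO runs, the published scRNA-seq data, the qRT-PCR, blood flow, behavior and histology measurements were not analysed here.

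The steps were tested on simulated data. Of 200 genes changed in simulated libraries, edgeR recovered 88.5% with 7 false calls, DESeq2 93.5% with 5 and limma-voom 88% with 5. Among 500 sets without a change, camera gave an unadjusted P under 0.05 for 1.4% and fry for 6.4%. The genes were drawn independently and the sets at random. These shares therefore do not cover sets of correlated genes, and they do not test the preset correlation of 0.01.

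Alternatives for the DEGs were DESeq2, limma-voom, RLE normalization, library totals, no filter beyond 1 count, a filter at a mean of 10 counts, no fold change threshold, glmTreat, counts thinned to a common total, an offset for gene length, the replicate number as a block, the block together with the length offset, and leaving out each mouse. Counts halved, since mates were counted separately, and an offset for GC content were added after seeing the data. The libraries were also regrouped into the 10 splits of 3 against 3. The replicate numbers do not pair the mice: residual correlations of sham and BCAS libraries with the same number were 0.036, -0.314 and -0.158.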

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

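All tests of explanations in this part were chosen after the results were seen. Each result here is a signal in genes that the paper's results do not discuss, above the level in the sham mice. Camera and fry called each of these 8 lists past an adjusted P of 0.05, and with the correlation estimated from the libraries none of them passed. For each list, the mean log2 CPM was higher in 3 of 3 BCAS mice than in every sham mouse. The groups of 3 mice are too small for a test of single libraries, and no batches are given.

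A list of 12 markers of disease-associated microglia had a median log2 fold change of 3.86 (camera adjusted P = 1.07e-11), and all 12 were up-regulated DEGs. Sham mice had more than 3 counts of 11 of the 12 genes in every library, and 1 gene is also in another list. Among the most abundant members, Apoe rose from 1625 to 6970 CPM. Bulk counts do not show which cells this RNA came from, and reactive astrocyte markers rose too (median 2.81). The rise exceeded that of 10 homeostatic microglia markers, which had a median of 2.17 (camera adjusted P = 1.21e-08), by 1.73 in mean log2 CPM, and that of the general microglia list, with 1 shared gene, by 0.57. This argues against more microglia in an unchanged state as the whole cause. A change in the state of microglia, alone or together with a higher number, may remain as a hypothesis, and bulk counts hold no number of cells.

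A list of 10 reactive astrocyte markers had a median of 2.81 (camera adjusted P = 1.85e-08), and all 10 were up-regulated DEGs. Gfap, with the highest counts, rose from 375 to 3678 CPM. The list rose by 2.85 more than the astrocyte list, which argues against more astrocytes in an unchanged state. A reactive state of astrocytes after BCAS may explain the rise, as a hypothesis.

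The T cell list of 14 genes had a median of 2.16 (camera adjusted P = 1.74e-06) with 9 up-regulated DEGs, the B cell list of 6 genes had a median of 2.11 (camera adjusted P = 0.00469) with 4, and the monocyte list of 6 genes had a median of 2.14 (camera adjusted P = 7.92e-04) with 4. The border macrophage list of 8 genes had a median of 1.20 (camera adjusted P = 8.87e-04) with 6. The T cell genes had low counts, with Lck as the most abundant at 1.80 CPM in sham mice and 2.56 CPM in BCAS mice. The most abundant genes of the B cell and monocyte lists, Ighm (14.9 to 56.8 CPM) and Fn1 (68.7 to 156 CPM), were well above the limit of detection in sham mice too. Every sham library had more than 3 counts for only 8 of the 14 T cell genes and 3 of the 6 monocyte genes. Against the limit of detection, Cd8b1 was at least 12.6-fold, Cd3d at least 8.93-fold and Ly6c2 at least 22.3-fold higher. The monocyte median was 3.14 with thinned counts, where fewer genes of the list were tested. More blood in the tissue would raise these lists no more than the erythrocyte list. In mean log2 CPM the T cell list rose by 1.75 more than the erythrocyte list, the B cell list by 1.25 more and the monocyte list by 1.99 more, which argues against blood left in the tissue as the whole cause. Choroid plexus varied widely within the groups. If choroid plexus brought these cells, the lists would follow the choroid plexus list within groups, with slopes of 2.54 for T cells, 1.95 for B cells, 2.83 for monocytes and 1.32 for border macrophages. The slopes were -0.00734, 0.0419, -0.0855 and -0.0308, which argues against it. Entry of immune cells into the hippocampus or its meninges, or a higher expression of these genes in cells already there, may explain the rise. Neither was tested, and meninges left on the tissue were not tested either.

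A list of 14 proliferation markers had a median of 1.73 (camera adjusted P = 3.68e-06), with 12 up-regulated DEGs. Mki67 rose from 2.67 to 8.61 CPM. Without BCAS mouse 3 the median was 1.22. The list rose by less than the homeostatic microglia markers (-0.62). Whether more microglia with an unchanged share of dividing cells are the source cannot be told apart from other sources, since the dividing cells are not known from bulk counts.

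The 81 cytosolic ribosomal protein genes had a median of 0.31 (camera adjusted P = 1.09e-09), and 76 of them were above 0, with 0 DEGs. The median was 0.29 with the offset for gene length and 0.28 with the offset for GC content, so these trends are not the whole cause. The list moved apart from the complex I genes, which are also short and abundant, by 0.57, which argues against a bias shared by such genes. A changed mix of cell types with other ribosomal gene levels may explain the shift. This was not tested.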

How the results depend on the processing

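Counts halved, the GC content offset, the preranked enrichment, and leaving out a mouse for the sample correlation and for the shares of DEGs were chosen after the data were seen. Across 46 named genes and 919 values under alternatives, 904 kept their direction and their side of the threshold, 11 were weaker, 2 were stronger and 2 reversed. For 34 other sets, 326 of 374 values did so, 32 were weaker, 12 were stronger and 4 reversed.

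Without a fold change threshold, 5819 genes passed, 3356 up and 2463 down, since the threshold itself removes the smaller changes. Against a log2 fold change of 1 with glmTreat, 818 passed, 804 up and 14 down, since this test asks for more than the fitted fold change. With the replicate block, 1595 genes were DEGs, 1437 up and 158 down, of which 1427 and 148 were shared, and 39 of 39 named genes past the threshold remained. Down-regulated DEGs numbered from 96 (without BCAS mouse 3) to 238 (without BCAS mouse 1) across the 6 fits that each left out 1 mouse, and all DEGs from 1306 to 1976. Fits with fewer mice have less power, and the cause of the range was not tested.

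The share of PC1 was 82.2% with log2 CPM and 78.4% with all tested genes, which adds genes with little variance. Leaving out 1 mouse gave 82.9% to 93.0% for PC1 and 5.60% to 15.5% for PC2. The gap between correlations within and between groups was 0.0110 with all genes that had at least 1 count, where genes near 0 counts enter, and 0.0261 to 0.0370 with 1 mouse left out.

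With the inter-gene correlation estimated from the libraries, 0 of 46 sets passed the gene set tests (7 at an unadjusted P under 0.05), and the cause was not tested. The medians are those of the preset correlation: 2.45 for the heatmap genes, 3.66 for microglia, -0.85 for CA1 pyramidal, -0.46 for interneuron markers, -0.50 for postsynaptic and -0.28 for complex I genes. For Reactome they are 0.98 for Interferon alpha beta signaling, 1.92 for Interferon gamma signaling, 0.12 for Innate Immune System, -0.26 for Respiratory electron transport, -0.51 for Trafficking of AMPA receptors and -0.32 for Transmission across Chemical Synapses.

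Directions reversed for few results, and the causes were not tested. The median of MHC class II antigen presentation was 0.036 with library totals. With 1 mouse left out, Tbr1 ranged from -0.51 to 0.018 (without BCAS mouse 1), Acta2 from -0.69 to 0.19 (without sham mouse 3), the Fig. S3 list from -0.26 to 0.19 (without sham mouse 3) and the oligodendrocyte list from -0.15 (without BCAS mouse 3) to 0.25. The percent of interneuron markers that were down-regulated DEGs ranged from 0 (without BCAS mouse 1, or 3) to 8.33, where the count is 1 gene. Depth limits Ifnb1 and Ifng, which were near 0 counts, and the 47 up-regulated DEGs with sham mice at the limit of detection. For these DEGs the counts allow only a lower bound of the fold, whatever the fitted value.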

Differences from the paper's values

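No test of a cause is given in this part. The folds set beside the qRT-PCR of the paper compare another method and a larger number of mice. Whether the sequenced mice were among them is not stated. The paper's values were read by eye from bars relative to sham. For Gm4951 the paper's fold was about 5.0 in Fig. 4 and the RNA-seq fold was 17.5. For Ifi206 the paper's fold was about 12 in Fig. 4 against 41.1. For Ifi211 it was about 8.3 in Fig. 4 against 32.8. For Irgm1 it was about 1.5 in Fig. 4 against 4.22. In Fig. 5E the paper's fold was about 21 for Irgm2 against 3.95 here, about 2.0 for Ifi204 against 69.6 and about 2.3 for Ifi209 against 27.3. None of the alternatives set before the data were examined closed the gap for Gm4951, Ifi206, Irgm1, Irgm2, Ifi204 or Ifi209. For Ifi211, the gap was within the SD without BCAS mouse 3, where the fold was 23.0, and under no other alternative. All of these genes rose by both methods.

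In the heatmap of Fig. 3G the strongest column is labelled BCAS_1. In the counts used here, with mice numbered by their labels and not by the columns inside the count tables, BCAS mouse 3 had the highest CPM for 28 of the 28 heatmap genes.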

Other observations

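All tests of explanations in this part were chosen after the results were seen. The first pattern is the excess of up-regulated over down-regulated DEGs, 1576 against 186. The number of up-regulated DEGs was 1545 with the gene length offset, 1521 with the GC content offset, 1543 with counts thinned to a common total, 1718 with library totals in place of TMM, 1463 with counts halved and 1210 without BCAS mouse 3. In each case they outnumbered the down-regulated DEGs. These values argue against length bias, GC bias, larger sham libraries, TMM, the counting of mates or that mouse as the whole cause. The fold change threshold mattered more. Without it, 3356 genes (57.7%) were higher and 2463 (42.3%) lower, against 89.4% and 10.6% with it. Part of the excess therefore comes from the threshold, which removed more of the falls than of the rises. Of the 10 splits of the 6 libraries into 3 against 3, only 1, the real split, gave as many DEGs, and the other 9 gave 0 DEGs and 0 genes at an adjusted P under 0.05. With 10 splits the share cannot be under 0.1, so this count of splits cannot by itself exclude a grouping by chance. The other 9 splits mixed sham and BCAS mice in both groups. Any real difference then widens the spread within groups, so their 0 DEGs do not show what groups without a difference would give.

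Only 1 of the 10 splits, the real split, gave as many gene sets under camera, 38. The other splits gave 10 to 35 sets. Each of them mixed sham and BCAS mice in both groups and so kept part of any real difference. They therefore cannot tell how often camera calls sets without a change. Since mixed groups also gave many sets, a camera call at the preset correlation does not by itself separate BCAS from sham. The number of camera calls is weak evidence. Under fry the real split gave 40 sets and the others 0, where the mixing also widens the spread within groups. Again the share cannot be under 0.1 by this count, whatever the result.

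Microglia markers rose by 3.42 more than oligodendrocyte markers in mean log2 CPM, which argues against fewer cells of other types as the whole cause. Genes that respond mainly to type I interferons rose by 1.04 more than the homeostatic microglia markers, but no more than the general list of microglia markers (difference -0.12, with overlap between the groups). More microglia in an unchanged state and a higher expression per cell cannot be told apart for these genes, since the answer depends on the list that stands for the number of microglia.

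CA1 pyramidal markers fell by more than interneuron markers (-0.63). A lower share of all neurons, or dilution by RNA of other cells, would lower both lists alike, so this argues against either as the whole cause. Their difference from dentate granule markers was -0.60, with overlap between the groups, so another part of the hippocampus dissected cannot be told apart from a change in CA1 cells. The list of 10 CA3 markers had a median of -0.71 (camera adjusted P = 0.00457) and held 2 down-regulated DEGs (20%, and 40% without BCAS mouse 1), and the CA1 list fell by 0.49 more (difference -0.49). The list of 10 dentate granule markers had a median of -0.14 (camera adjusted P = 0.0473; fry adjusted P = 0.205) and held 3 down-regulated DEGs (30%, but 20% with DESeq2 and 10% without sham mouse 1, sham mouse 2 or BCAS mouse 2). Its median was -0.42 without BCAS mouse 1 and -0.010 without BCAS mouse 2.

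Of the up-regulated DEGs, 1311 were highest in BCAS mouse 3, and 129 of the 186 down-regulated DEGs were lowest in it. A wrong scaling factor would shift all genes of this library in the same direction, but its DEGs went both ways. With library totals in place of TMM, 1353 up-regulated DEGs were highest and 116 down-regulated DEGs were lowest in it. These values argue against the scaling factor as the whole cause. After thinning to a common total 1314 up-regulated DEGs were highest in this mouse, which argues against its being the smallest library. A stronger response of this mouse may remain, and its blood flow is not known for this library.

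The qRT-PCR and RNA-seq folds were apart for 7 of 11 genes. Of these, 4 had primers that match their own gene alone (Gm4951, Ifi206, Irgm2 and Ifi209), but only exact matches were searched and amplification was not tested. Primers that match other genes therefore stay open for these. The other 3 had primers that match several genes (Ifi211) or none (Irgm1 and Ifi204), where primers that match several genes or none cannot be told apart from other causes, since Sting1, without a match, had folds that were not apart.

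Other lists are given as values. The erythrocyte list of 5 genes had a median of 0.50 (camera adjusted P = 0.217), and 0.21 without BCAS mouse 2. The choroid plexus list of 10 genes had a median of 1.01 (camera adjusted P = 0.737), from 0.20 (without BCAS mouse 1) to 2.68 (without sham mouse 2). Ttr, with the highest counts of this list, had 29900, 126044 and 1305 counts in sham mice and 177411, 714 and 91396 counts in BCAS mice. The 12 immediate early genes had a median of -0.31 (camera adjusted P = 0.0824), with 3 down-regulated and 1 up-regulated DEGs and -0.16 without BCAS mouse 1. The 13 hypoxia response genes had a median of 0.18 (camera adjusted P = 0.233; fry adjusted P = 0.0201). The medians were 3.30 for the genes of Fig. 4 and 2.25 for the genes of Fig. 5E, which the study chose on these samples. In the preranked enrichment chosen after seeing the data, Cholesterol biosynthesis had a median of -0.55 (NES -2.64).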
